# Regulation and function of H3K36 di-methylation by the trithorax-group protein complex AMC

**DOI:** 10.1242/dev.163808

**Published:** 2018-04-05

**Authors:** Sigrun Schmähling, Arno Meiler, Yoonjung Lee, Arif Mohammed, Katja Finkl, Katharina Tauscher, Lars Israel, Marc Wirth, Julia Philippou-Massier, Helmut Blum, Bianca Habermann, Axel Imhof, Ji-Joon Song, Jürg Müller

**Keywords:** Trithorax group, Ash1, MRG15, Histone H3K36 methylation, *Drosophila*

## Abstract

The *Drosophila* Ash1 protein is a trithorax-group (trxG) regulator that antagonizes Polycomb repression at HOX genes. Ash1 di-methylates lysine 36 in histone H3 (H3K36me2) but how this activity is controlled and at which genes it functions is not well understood. We show that Ash1 protein purified from *Drosophila* exists in a complex with MRG15 and Caf1 that we named AMC. In *Drosophila* and human AMC, MRG15 binds a conserved FxLP motif near the Ash1 SET domain and stimulates H3K36 di-methylation on nucleosomes. *Drosophila MRG15*-null and *ash1* catalytic mutants show remarkably specific trxG phenotypes: stochastic loss of HOX gene expression and homeotic transformations in adults. In mutants lacking AMC, H3K36me2 bulk levels appear undiminished but H3K36me2 is reduced in the chromatin of HOX and other AMC-regulated genes. AMC therefore appears to act on top of the H3K36me2/me3 landscape generated by the major H3K36 methyltransferases NSD and Set2. Our analyses suggest that H3K36 di-methylation at HOX genes is the crucial physiological function of AMC and the mechanism by which the complex antagonizes Polycomb repression at these genes.

## Abstract (precis)

**Highlighted Article:** The trithorax group protein Ash1 and its regulator MRG15 form a multiprotein complex that maintains expression of HOX and other target genes by methylating histone H3 in their chromatin.

## INTRODUCTION

In organisms ranging from yeast to humans, the chromatin spanning the transcribed region of active genes is modified by di- and tri-methylation of lysine 36 in histone H3 (H3K36me2/3). Although nucleosomes in the 5′ regions of transcribed genes are predominantly di-methylated at H3K36, nucleosomes in the 3′ region of genes mainly carry the H3K36me3 modification (Bell et al., 2007; Pokholok et al., 2005). Among the different roles ascribed to H3K36me2/3 (Venkatesh and Workman, 2013), there is accumulating evidence for two principal mechanisms by which this modification impacts on gene transcription. First, studies in yeast revealed that the H3K36me2/3 mark is recognized by the chromo barrel domain of the Eaf3 subunit (Sun et al., 2008; Xu et al., 2008) of the Rpd3S complex that, by deacetylating nucleosomes in the transcribed region, suppresses initiation of transcription at intragenic sites (Venkatesh and Workman, 2013). H3K36me2/3 is thus thought to participate in the quality control of transcription by preventing production of unwanted transcripts. Second, in metazoans, the H3K36me2/3 modification allosterically inhibits the histone methyltransferase (HMTase) activity of Polycomb Repressive Complex 2 (PRC2) and thereby prevents PRC2 from depositing H3K27me3 on H3K36me2/3-modified nucleosomes (Schmitges et al., 2011; Yuan et al., 2011). H3K36me2/3 was therefore proposed to protect transcriptionally active genes from becoming tri-methylated at H3K27 and thereby getting repressed by the Polycomb system. This antagonism between H3K36me2/3 and PRC2 is thought to be particularly crucial at developmentally regulated genes that, although active in some cells, are at the same time repressed by Polycomb in other cells of the body (Gaydos et al., 2012; Klymenko and Müller, 2004).

In yeast, all H3K36 di- and tri-methylation is generated by a single histone methyltransferase, Set2, that associates with the phosphorylated form of elongating RNA polymerase II (Krogan et al., 2003; Venkatesh and Workman, 2013; Xiao et al., 2003). In metazoans, SET2 is responsible for generating the bulk of H3K36me3, whereas NSD generates the bulk of H3K36me2 (Bell et al., 2007; Gaydos et al., 2012; Larschan et al., 2007).

Higher metazoans contain an additional SET-domain HMTase that di-methylates H3K36, called Ash1 (An et al., 2011; Dorighi and Tamkun, 2013; Tanaka et al., 2007; Yuan et al., 2011). The *absent, small, or homeotic discs 1* (*ash1*) gene in *Drosophila* was first identified because of the phenotype of *ash1* mutants, which developed into pharate adults and showed homeotic transformations in several body segments (Shearn et al., 1987). The similarity of the homeotic phenotypes of *ash1* and *trithorax* mutants led to the classification of *ash1* as a trithorax-group (trxG) regulator (Shearn, 1989). As expected from the phenotype, *ash1* mutants show loss of expression of multiple HOX genes within their normal expression domains (LaJeunesse and Shearn, 1995). However, in *ash1* mutants that also lack PRC2, HOX gene expression is restored to normal levels and, in addition, these double mutants also show widespread misexpression of HOX genes, similar to PRC2 single mutants (Klymenko and Müller, 2004). This suggested that, at least at HOX genes, Ash1 is not required for transcriptional activation per se but is needed to antagonize instalment of Polycomb repression. It is important to note that in the wild type, PRC2 and other Polycomb group (PcG) protein complexes are bound at target genes, not only in the cells in which these genes are repressed but also in the cells in which they are expressed (Bowman et al., 2014; Kang et al., 2017; Kwong et al., 2008; Langlais et al., 2012; Papp and Müller, 2006). Nevertheless, at active genes, PRC2 fails to tri-methylate H3K27 in their chromatin. In *ash1* mutants, however, PRC2 deposits H3K27me3 ectopically across the entire promoter and coding region (Papp and Müller, 2006). Such ectopic methylation by PRC2 in *ash1* mutants is also detected on polytene chromosomes, where several genomic sites show an increase in H3K27me3 immunofluorescence signal (Dorighi and Tamkun, 2013; Srinivasan et al., 2008). Moreover, genome-wide ectopic H3K27 tri-methylation is also observed in *C. elegans* mutants lacking the NSD orthologue Mes-4 (Gaydos et al., 2012). Together with the above-mentioned finding that H3K36me2/3 inhibits H3K27 methylation by PRC2 on nucleosomes *in vitro* (Schmitges et al., 2011; Yuan et al., 2011), these observations collectively suggested that Ash1 keeps HOX and possibly also other target genes active by di-methylating H3K36 in the transcribed region of their chromatin and thereby preventing H3K27me3 deposition and instalment of Polycomb repression. However, several aspects that are central to this model have remained unresolved. First, the Ash1 protein alone shows only weak HMTase activity because its SET domain is auto-inhibited (An et al., 2011). This raises the question of how Ash1 catalytic activity becomes stimulated. Second, at least in *Drosophila* tissue culture cells, the bulk of H3K36me2 is generated by NSD (Bell et al., 2007) and it is not known where and to what extent Ash1 contributes to H3K36 di-methylation, in particular at HOX target genes. Third, it is not known whether Ash1 also regulates genes other than HOX genes during *Drosophila* development.

Here, we have biochemically purified Ash1 protein complexes from *Drosophila* and characterized their activity *in vitro* and in the developing organism. Our work reveals that Ash1 HMTase activity is activated by MRG15, a subunit of the identified Ash1 complex, and we show that this complex, rather than the Ash1 protein alone, is the active form of this H3K36 methyltransferase, both *in vitro* and *in vivo*. We show that Ash1 is not needed for global H3K36 di-methylation but is essential to generate normal H3K36me2 levels at HOX and other genes that we found to be de-regulated in *ash1* mutants. The specific homeotic phenotypes of mutants that lack Ash1 or Ash1 HMTase activity establish that H3K36 di-methylation at HOX genes is a key physiological function of the Ash1 protein complex for *Drosophila* morphogenesis.

## RESULTS

### Biochemical purification and reconstitution identify MRG15 and Caf1 as Ash1 complex subunits

To identify proteins that form stable assemblies with the Ash1 protein in *Drosophila*, we used a tandem affinity purification (TAP) strategy (Rigaut et al., 1999) and purified N- or C-terminally tagged Ash1 (NTAP-Ash1 or Ash1-CTAP, respectively) from embryonic nuclear extracts (Fig. 1A). The transgenes expressing NTAP-Ash1 or Ash1-CTAP in these assays rescued animals homozygous for the *ash1^22^* null mutation (Tripoulas et al., 1996) into morphologically normal and fertile adults, permitting the purification of these fusion proteins from animals lacking untagged endogenous Ash1. Mass spectrometric analyses of the purified material identified MRG15 and Caf1-55 (for simplicity referred to as Caf1) as the two major proteins that co-purified with both NTAP-Ash1 and Ash1-CTAP (Fig. 1B). In both purifications we failed to detect Fsh1, a protein that was previously reported to co-purify with Ash1 from *Drosophila* tissue culture cells (Kockmann et al., 2013).

**Fig. 1.**
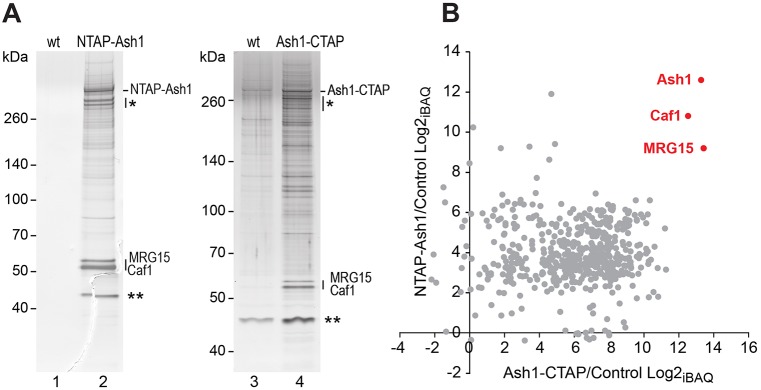
**Ash1 purified from *Drosophila* exists in a complex with MRG15 and Caf1.** (A) Proteins isolated by tandem affinity purification (TAP) from wild-type (wt) and *α-tubulin1-NTAP-Ash1* embryos (left), and from wild-type and *α-tubulin1-Ash1-CTAP* embryos (right) separated on a 4-12% polyacrylamide gel and visualized by silver staining. The bands marked by an asterisk are TAP-Ash1 degradation products; the bands marked with two asterisks were considered as non-specific because they were also detected in several mock TAPs from the wild-type control (e.g. lane 3). (B) Scatterplot representation of log2 transformed iBAQ_Ash1_/iBAQ_mock_ ratios (Intensity Based Absolute Quantification) from the mass spectrometric data of the same NTAP-Ash1 and Ash1-CTAP purifications shown in A (see Tables S1 and S2).

We tested whether interactions of MRG15 and Caf1 with Ash1 could be reconstituted with recombinant proteins. MRG15, like its yeast orthologue Eaf3, contains a chromo barrel domain that binds H3K36me2/3 (Zhang et al., 2006) and an MRG domain (Fig. 2A). Structural studies on MRG15 had revealed that the protein uses its MRG domain to bind extended regions of its interaction partners via high-affinity interactions that are centred around a conserved FxLP motif in those partner proteins (Xie et al., 2012, 2015). Inspection of the *Drosophila* and vertebrate Ash1 protein sequences identified in each case a single FxLP motif in a conserved location, about 40 amino acid residues N-terminal to the AWS domain that precedes the catalytic SET domain (Fig. 2A). Using baculovirus expression vectors, we co-expressed *Drosophila* Ash1_1041-2226_ (Ash1_C_) with Strep-tagged full-length MRG15 (S-MRG15) in Hi-5 insect cells and then performed Strep-affinity purification. This resulted in the isolation of an Ash1_C_:MRG15 complex (Fig. 2B). In contrast, when we co-expressed S-MRG15 with Ash1C containing a mutation of the FxLP motif to RxRP, this mutant Ash1_C_^RxRP^ protein failed to co-purify with S-MRG15 (Fig. 2B). This suggests that the FxLP motif in Ash1_C_ is crucial for interaction with MRG15. As control for the specificity of this interaction, we also tested for interaction of Ash1C with Strep-tagged Msl3 (S-Msl3). Msl3 is another MRG domain protein that uses a similar mode of interaction like MRG15 to bind a conserved FxLP motif in its binding partner MSL1 (Xie et al., 2015). However, strep affinity-purification from cells co-expressing Ash1_C_ with S-Msl3 resulted in the isolation of S-Msl3 alone (Fig. 2C). We conclude that Ash1_C_, via the conserved FxLP motif, directly and specifically interacts with MRG15.

**Fig. 2.**
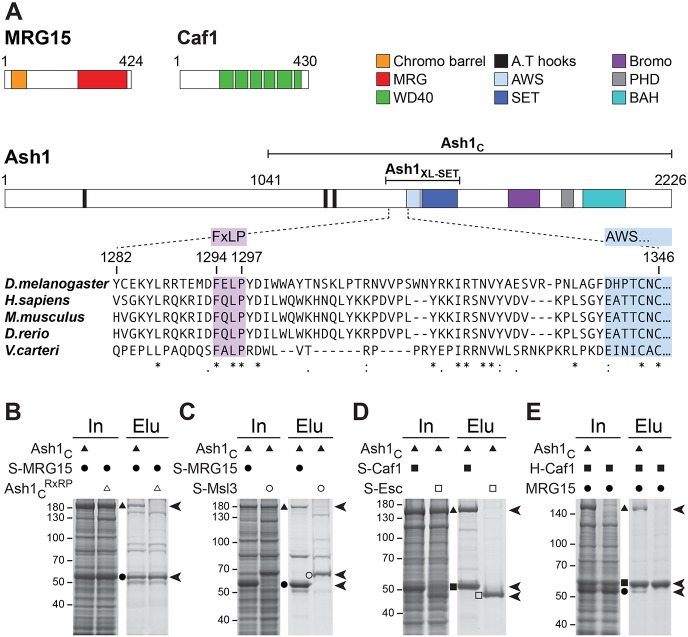
**Reconstitution of recombinant AMC and identification of the conserved Ash1 FxLP motif as the MRG15 interaction site.** (A) Domain architecture of MRG15, Caf1 and Ash1 and alignment of Ash1 protein sequences harbouring the FxLP motif. (B-E) Total extracts (In) from Hi-5 cells co-expressing the indicated AMC subunits and material isolated from these cells (Elu) by Strep- (B-D) or His- (E) affinity purification, separated on 8% (B,C,E) or 10% (D) SDS polyacrylamide gels and visualized by Coomassie Blue staining. (E) Use of the His-tag on Caf1 and a different running buffer accounts for the slower migration behaviour of Caf1 relative to MRG15 in this experiment. See text for a description of the results.

We next investigated whether Caf1 directly interacts with Ash1_C_. Caf1 is a WD40 β-propeller protein that is a core subunit of several chromatin-modifying complexes, including PRC2, and is required for cell viability (Anderson et al., 2011). Co-expression of Ash1_C_ with S-Caf1 resulted in the isolation of an Ash1_C_:Caf1 complex. In contrast, Ash1_C_ did not co-purify with S-Esc, another WD40 β-propeller subunit of PRC2, used as control (Fig. 2D). Ash1_C_ therefore directly and specifically interacts with Caf1.

Finally, we tested whether Caf1 and MRG15 also directly bind each other. His-affinity purification from cells co-expressing His-tagged Caf1 (H-Caf1) and MRG15 resulted in the isolation of H-Caf1 alone (Fig. 2E). When Ash1_C_ was also co-expressed, a trimeric complex containing substoichiometric amounts of MRG15 could be isolated (Fig. 2E). This suggests that Caf1 and MRG15 do not interact directly and that Ash1_C_ forms a scaffold to which both proteins bind independently of each other. In conclusion, these biochemical purification and reconstitution assays identify Ash1, MRG15 and Caf1-55 as subunits of a novel protein complex that we named AMC.

### MRG15 stimulates H3K36 di-methylation in *Drosophila* and human AMC

Previous studies reported that C-terminal fragments of *Drosophila* or mammalian Ash1 protein containing the SET domain (Fig. 2A) have HMTase activity for dimethylation of H3K36 in nucleosomes (An et al., 2011; Eram et al., 2015; Miyazaki et al., 2013; Tanaka et al., 2007; Yuan et al., 2011). Structural and enzymatic studies on the isolated SET domain of human ASH1L found that this domain has only weak HMTase activity because it is auto-inhibited by a loop from the post-SET domain that blocks access to the substrate-binding pocket (An et al., 2011). In a first set of experiments, we performed HMTase assays with the Ash1_C_:MRG15 or Ash1_C_:Caf1 complexes described above (Fig. 2). As substrate, recombinant mononucleosomes were used and the reactions were monitored by western blot analysis with antibodies against H3K36me2 or H3K36me3. Under our experimental conditions, we were unable to detect HMTase activity in reactions with the Ash1_C_:Caf1 complex (Fig. 3A, lanes 2-3) but, strikingly, the Ash1_C_:MRG15 complex showed robust activity for generating H3K36me2 (Fig. 3A, lanes 4-5). Mutation of the Ash1 SET domain at Arg1464, a residue that stabilizes the orientation of the SAM-binding loop, abolished HMTase activity; the Ash1_C_^R1464A^:MRG15 complex failed to generate detectable levels of H3K36me2 (Fig. 3A, lanes 6-7). This control confirms that H3K36 di-methylation generated by the Ash1_C_:MRG15 complex is catalysed by the Ash1 SET domain. We also note that the Ash1_C_:MRG15 complex catalyses only H3K36 di- and not tri-methylation on nucleosomes (Fig. 3A). Taken together, these analyses show that association of MRG15 with Ash1 greatly enhances its catalytic activity for H3K36 di-methylation and it therefore appears that the AMC complex and not Ash1 alone is the active form of this HMTase.

**Fig. 3.**
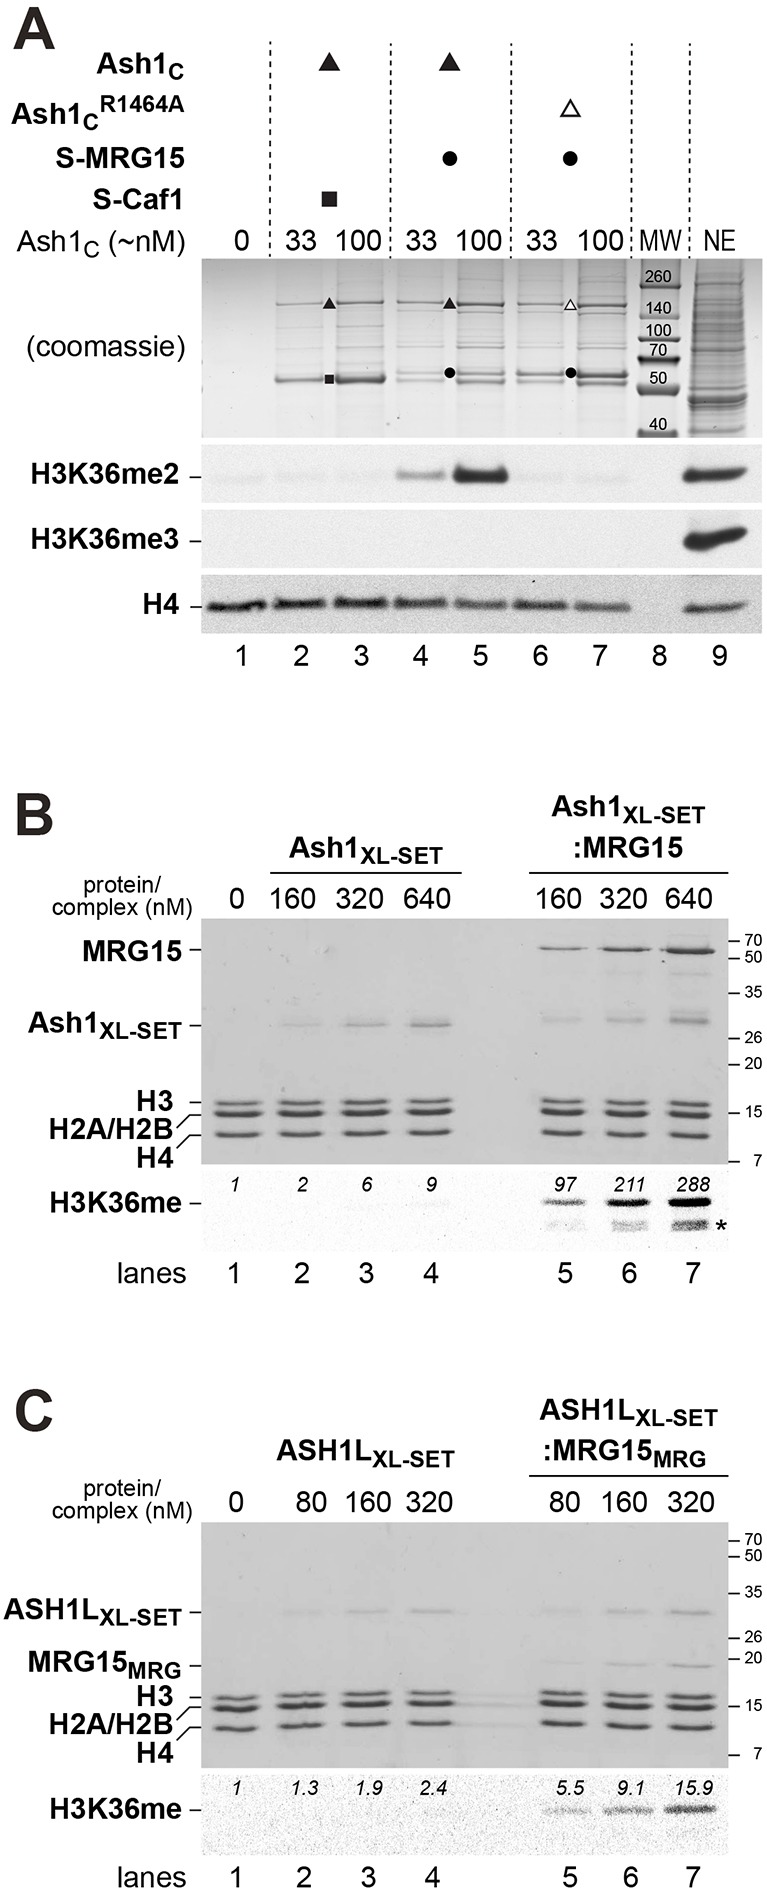
**H3K36 di-methylation by *Drosophila* Ash1 and human ASH1L is stimulated by MRG15.** (A) HMTase reactions with recombinant *Drosophila* Ash1_C_:Caf1 (lanes 2, 3), Ash1_C_:MRG15 (lanes 4, 5) or Ash1_C_^R1464A^:MRG15 (lanes 6, 7) complexes and reconstituted recombinant mononucleosomes (400 nM in lanes 1-7) were separated on a 10% SDS-polyacrylamide gel; the upper part of the gel was stained with Coomassie Blue to visualize the enzyme complexes, the bottom part was analysed by western blotting with antibodies against H3K36me2 and, as a control, H4. The same reaction was also analysed with antibody against H3K36me3. Enzyme concentrations in the reactions were normalized by estimating Ash1_C_ concentration relative to a Coomassie Blue-stained protein standard. *Drosophila* embryo nuclear extract (NE) in lane 9 served as control for western blot analysis. Lane 8: molecular weight marker (MW). (B) HMTase reactions with recombinant *Drosophila* Ash1_XL-SET_ (lanes 2-4) or Ash1_XL-SET_:MRG15 complex (lanes 5-7) on reconstituted recombinant *Xenopus* oligonucleosomes (320 nM in lanes 1-7). One part of the reaction was analysed on a 15% SDS-polyacrylamide gel to visualize proteins by Coomassie Blue staining (top), the other part of the reaction was separated on a 15% SDS-polyacrylamide gel, transferred to membrane and analysed by fluorography. PhotoShop software was used to quantify radioactive signal in the H3 band; this signal represents the sum of H3K36me1 and H3K36me2. Asterisk indicates H3 degradation products. (C) HMTase reactions with recombinant human ASH1L_XL-SET_ (lanes 2-4) or ASH1L_XL-SET_:MRG15_MRG_ complex (lanes 5-7) on reconstituted recombinant *Xenopus* oligonucleosomes (320 nM in lanes 1-7). Reactions were analysed as in B.

We next wanted to quantify the stimulatory effect of MRG15 on Ash1 HMTase activity. To achieve this, we expressed and purified a short soluble fragment of the *Drosophila* Ash1 protein comprising the SET domain and the preceding amino acid sequences that include the FxLP motif (Ash1_1275-1522_, called Ash1_XL-SET_; Fig. 2A and Fig. 3B, lanes 2-4). Like Ash1_C_, this Ash1_XL-SET_ fragment also interacted with full-length MRG15 and could be purified as a stable Ash1_XL-SET_:MRG15 complex (Fig. 3B, lanes 5-7). We performed HMTase assays on recombinant oligonucleosome arrays using S-[methyl-^3^H] adenosylmethionine and quantified methyl-^3^H incorporation into histone H3 using fluorography (Fig. 3B). The Ash1_XL-SET_:MRG15 complex showed about 30-fold higher HMTase activity compared with Ash1_XL-SET_ alone under our assay conditions (Fig. 3B, compare lanes 5-7 with lanes 2-4).

To extend these analyses, we also investigated the interaction between human ASH1L and MRG15. Specifically, we reconstituted and purified a recombinant minimal ASH1L_XL-SET_:MRG15_MRG_ complex containing an ASH1L_XL-SET_ protein fragment (ASH1L_2035-2288_) in complex with the MRG domain (MRG15_151-362_, called MRG15_MRG_) of human MRG15 (Fig. 3C, lanes 5-7). The human ASH1L_XL-SET_:MRG15_MRG_ complex showed about a sevenfold higher HMTase activity than the ASH1L_XL-SET_ protein alone (Fig. 3C, compare lanes 5-7 with lanes 2-4). We conclude that the interaction between ASH1L and MRG15, and the stimulatory effect of MRG15 on ASH1L HMTase activity is conserved in humans. Moreover, these results also suggest that interaction of the MRG domain of MRG15 with an ASH1L fragment comprising only the SET domain and the preceding amino acid stretch with the FxLP motif (i.e. ASH1L_XL-SET_) is sufficient to activate ASH1L HMTase activity by almost an order of magnitude.

### AMC HMTase activity is required for viability and is crucial for HOX gene regulation in *Drosophila*

In the next set of experiments, we investigated the physiological role of AMC and its H3K36 di-methyltransferase activity in *Drosophila*. To this end, we generated animals that completely lacked Ash1 or MRG15 protein, or mutants expressing full-length but catalytically inactive Ash1 protein.

In the first experiment, we analysed the *ash1*-null mutant phenotype. Earlier studies had identified and characterized *ash1^22^* as a protein null mutation (Tripoulas et al., 1996). Consistent with these earlier reports, we were unable to detect Ash1 protein in larval extracts from *ash1^22^* homozygotes (Fig. S1). It is important to note that previous studies investigating the requirement of Ash1 during *Drosophila* development had analysed *ash1* mutant animals that were derived from heterozygous mothers and therefore contained maternally deposited wild-type Ash1 protein during the early stages of development (Shearn, 1989; Shearn et al., 1987; Tripoulas et al., 1996). The phenotype of *ash1*-null mutant animals that lack both maternally deposited and zygotically expressed Ash1 protein, in the following referred to as *ash1 ^m– z–^* mutants, has not been described. We generated *ash1^22 m– z–^* mutant animals from females with *ash1^22^* mutant germ cells. Interestingly, these *ash1^22 m– z–^* mutant animals developed up to the pupal stage and died as pharate adults, like *ash1^22 m+ z–^* mutants (Fig. 4A). *ash1^22 m– z–^* pharate adults show a spectrum of anteriorly directed homeotic transformations that are similar to but slightly more severe than those of mutants lacking only zygotic expression of Ash1 (Shearn, 1989; Shearn et al., 1987). Specifically, *ash1^22 m– z–^* mutant pharate adults showed transformation of the third (T3) to the second thoracic segment (T2) owing to widespread loss of expression of the HOX gene *Ultrabithorax* (*Ubx*) in larval haltere and third-leg imaginal disc primordia that form the T3 segment in adults (Fig. 4B, compare rows 2 and 1). The abdominal segments A5 and A6 of *ash1^22 m– z–^* pharate adults showed transformations towards A4, most noticeable by the loss of pigmentation in males (Fig. 4B, compare rows 2 and 1). Moreover, these males also develop an A7 segment that is normally suppressed in the wild type (Fig. 4B, compare rows 2 and 1). All these transformations are indicative of loss of expression of the HOX gene *Abdominal-B* (*Abd-B*) in the larval primordia of these adult structures. The requirement of Ash1 for normal expression of *Abd-B* is also apparent in the central nervous system (CNS), where *ash1^22 m– z–^* mutant larvae show patchy loss of Abd-B expression (Fig. 4B, compare rows 2 and 1). Animals that completely lack Ash1 protein therefore show a specific HOX loss-of-function syndrome but, perhaps surprisingly, no other obvious morphological defects.

**Fig. 4.**
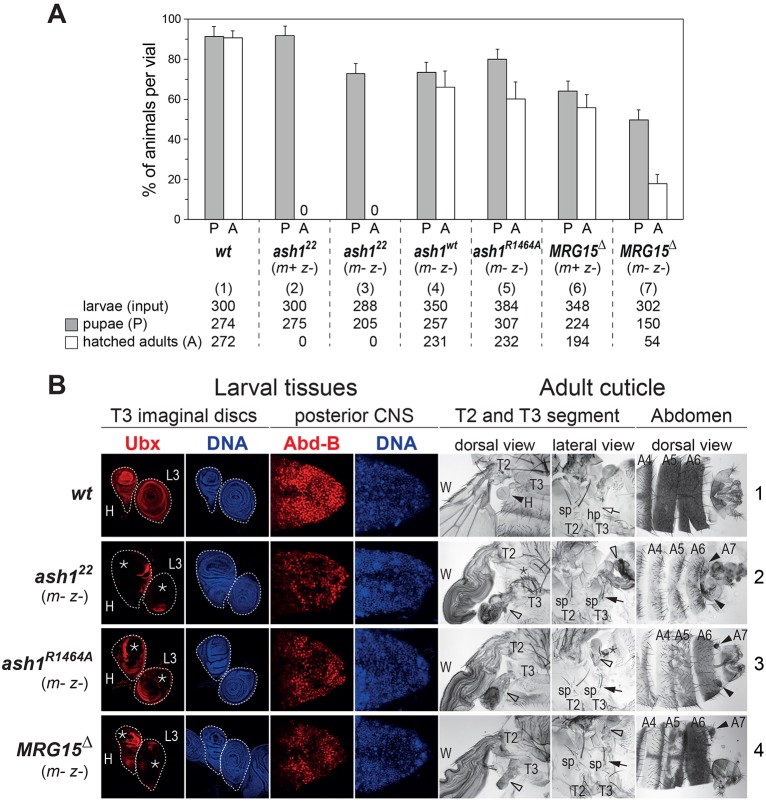
**Requirement of AMC HMTase activity for viability and HOX gene regulation.** (A) Viability of *Drosophila* with different *ash1* and *MRG15* mutant genotypes. For each genotype [(1)-(7)], indicated numbers of 1st/2nd instar larvae (input) were isolated, distributed into at least three different food vials and reared. In each vial, the percentage of animals that formed pupae (grey bar) and eclosed from the pupal case (white bar) was determined. Histograms represent the mean±s.d. of these percentages in individual vials of a given genotype. *ash1^22^* ^*m+ z−*^ and *ash1^22^* ^*m− z−*^ animals do not eclose from the pupal case (asterisk). The genotype of *MRG15*^Δ*m+ z−*^ and *MRG15*^Δ*m− z−*^ animals shown here and in B is *MRG15*^Δ^*/Df(3R)BSC741* (see text). (B) Lack of AMC function causes a specific HOX loss-of-function syndrome. Left: HOX gene expression analysis. Larval haltere (H) and third leg (L3) imaginal disc tissues stained using Ubx antibody (red) and co-stained with Hoechst to visualize nuclei (DNA, blue); CNS tissues stained using Abd-B antibody (red) and Hoechst (DNA, blue). In the wild type (wt), Ubx is expressed in all cells of the H and L3 disc. *ash1^22 m– z–^*, *ash1^R1464A m– z–^* and *MRG15*^Δ*m– z–*^ mutants show patchy loss of Ubx expression (asterisks) in irregular patterns in both discs; this phenotype is observed in all animals in all three genotypes (*n*>40) but comparison of discs from these larvae shows that the tissue area showing loss of expression is most extensive in *ash1^22 m– z–^* mutants, somewhat less extensive in *ash1^R1464A m– z–^* mutants and even less extensive in *MRG15*^Δ*m– z–*^ mutants. In wild-type animals, Abd-B is expressed in all cells of the posterior CNS, whereas *ash1^22 m– z–^*, *ash1^R1464A m– z–^* and *MRG15*^Δ*m– z–*^ mutants all show patchy loss or reduction of Abd-B expression. Right: cuticle phenotype analysis. Preparations of cuticles from adults (row 1) or pharate adults (row 2-4) with dorsal and lateral views of T2 and T3 segment structures and dorsal views of the posterior abdomen, including the A4, A5 and A6 segments. Dorsal view T2 and T3: in wild-type animals, haltere disc tissues form the haltere (H, black arrowhead) in T3. *ash1^22 m– z–^*, *ash1^R1464A m– z–^* and *MRG15*^Δ*m– z–*^ mutants show haltere-to-wing transformations (empty arrowheads; wing in T2 marked as W in all cases), owing to loss of Ubx expression. The extent of this T3 to T2 transformation matches the extent of Ubx expression loss in the three mutant genotypes (*ash1^22 m– z–^*>*ash1^R1464A m– z–^*>*MRG15*^Δ*m– z–*^). Lateral view T2 and T3: T3 to T2 transformation in *ash1^22 m– z–^*, *ash1^R1464A m– z–^* and *MRG15*^Δ*m– z–*^ mutants due to loss of Ubx expression in the 3L disc is manifested by transformation of the hypopleurite (hp) in T3 (empty arrow in wild-type animals) into sternopleurite (sp) tissue with sp bristles (black arrows), which are normally only found in T2. The haltere-to-wing (empty arrowhead) and meta- to mesonotum transformations (asterisk) are variable in animals of the same genotype (compare lateral and dorsal views). Dorsal view of abdomen: wild-type males show characteristic pigmentation in A5 and A6 that is almost completely lost in *ash1^22 m– z–^* mutants or lost in a patchy pattern in *ash1^R1464A m– z–^* and *MRG15*^Δ*m– z–*^ mutants. A7 segment structures appearing in the three mutant genotypes are indicated.

We then investigated whether loss of Ash1 HMTase activity is responsible for these phenotypes by analysing animals that expressed the Ash1^R1464A^ mutant protein instead of wild-type Ash1. As documented above, the R1464A mutation in Ash1 SET domain severely compromises HMTase activity (Fig. 3A). We generated animals that were homozygous for the *ash1^22^* null mutation but carried a single transgene that expressed the Ash1^R1464A^ protein or, as a control, wild-type Ash1 protein from a genomic *ash1* fragment. In the control animals, the transgene-encoded wild-type Ash1 protein fully rescued *ash1^22^* homozygotes into viable and fertile adults that were morphologically indistinguishable from wild-type *Drosophila* and could be maintained as a healthy strain (Fig. 4A). In contrast, the Ash1^R1464A^ mutant protein largely failed to rescue the homeotic phenotypes of *ash1^22^* homozygotes but a substantial fraction of these animals nevertheless eclosed from the pupal case (Fig. 4A). The eclosed first generation, referred to as *ash1^R1464A m+ z–^* mutants, were fertile and this permitted the generation of *ash1^R1464A m– z–^* animals in which not only zygotically expressed but also the maternally supplied Ash1 protein contained the R1464A point mutation. These *ash1^R1464A m– z–^* mutant animals showed loss of HOX gene expression and homeotic transformations almost as severe as *ash1^22 m– z–^* mutant animals (Fig. 4B, compare rows 3 and 2). Moreover, the *ash1^R1464A m– z–^* mutant animals that eclosed from the pupal case invariably died after 1-2 days (Fig. 4A). The inability of the Ash1^R1464A^ protein to maintain normal HOX gene expression indicates that Ash1 HMTase activity is crucial for this process. The slightly less severe phenotype of *ash1^R1464A m– z–^* mutants and the finding that a fraction of these animals even eclose from the pupal case could be explained by low levels of residual HMTase activity of the Ash1^R1464A^ protein *in vivo* or, alternatively, by an HMTase-independent function of Ash1 in maintaining HOX gene transcription.

Finally, we tested the requirement of MRG15 for AMC function *in vivo*. To analyse *Drosophila* mutants lacking the MRG15 protein, we used homologous recombination (Gong and Golic, 2003) to generate *MRG15*^Δ^, an allele that deletes almost the entire MRG15-coding region (Fig. S2). Among the animals homozygous for *MRG15*^Δ^ that were derived from heterozygous parents, a substantial fraction developed into adults that eclosed from the pupal case (Fig. 4A) and showed mild HOX loss-of-function phenotypes in the adult epidermis as their only detectable morphological defect. Many of these *MRG15*^Δ^ *^m+ z–^* animals died shortly after eclosing; better survival was observed in animals that were trans-heterozygous for *MRG15*^Δ^ and *Df(3R)BSC741*, another chromosomal deletion that removes the entire *MRG15* gene and additional flanking genes. For all experiments described below, we therefore used *MRG15*^Δ^*/Df(3R)BSC741* trans-heterozygous animals but for simplicity refer to them as *MRG15*^Δ^ mutants. *MRG15*^Δ^ *^m+ z–^* surviving adults were fertile and produced *MRG15*^Δ^ *^m–^* ^*z*–^ progeny that lacked both maternally-deposited and zygotically-expressed MRG15 protein. A fraction of these *MRG15*^Δ^ *^m–^* ^*z*–^ mutant animals again developed into pupae and adults (Fig. 4A) that, intriguingly, showed loss of HOX gene expression and homeotic transformations that overall were almost as severe as those observed in *ash1^R1464A m– z–^* mutants (Fig. 4B, compare rows 4 and 3). This striking similarity of the *MRG15* null and *ash1* catalytic mutant phenotypes, together with the finding that MRG15 is required for efficient H3K36 di-methylation by Ash1 *in vitro* (Fig. 3), implies that MRG15 is also important for Ash1 HMTase activity *in vivo*. We note that the survival of *MRG15*^Δ^ *^m– z–^* mutant animals to adulthood and the specific homeotic phenotypes may seem surprising because MRG15 is also present in other chromatin protein complexes, such as the Tip60 complex (Kusch et al., 2004). It therefore appears that the role of MRG15 in AMC likely is the primary vital function of this protein in *Drosophila*. Finally, because of the specific homeotic phenotype of MRG15 mutants, we propose that MRG15 should, like Ash1, be classified as a trxG protein.

### AMC is required for the regulation of several hundred genes

The analyses described above provide strong evidence that AMC activity is crucial for maintaining normal expression of HOX genes. To obtain a comprehensive overview of the genes that are regulated by this complex, we compared the transcriptome in imaginal disc tissues from *ash1^22^* homozygous larvae (*ash1^22 m+ z–^*) with that in the same tissues from wild-type larvae. To achieve this, we extracted RNA from hand-dissected batches of haltere and third-leg imaginal discs from the T3 segment, in the following referred to as T3 discs, and, in parallel, also from batches of wing imaginal discs from the T2 segment, referred to as T2 discs, from both wild-type and *ash1^22^* homozygous larvae. 

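The RNA-seq data comprised 20 libraries in 4 groups, with 5 libraries each from wild-type T3 discs, *ash1* mutant T3 discs, wild-type T2 discs and *ash1* mutant T2 discs. Each library was made from the discs of 8 larvae, with a kit that builds sequencing libraries from mRNA (Lexogen). The authors trimmed and filtered the reads, mapped them with STAR to genome assembly dm3 and counted them per gene with featureCounts. The authors deposited expression values that are TPM, in which the reads on each gene were divided by the length of the gene and scaled so that every library sums to 1000000. TPM keeps no record of the number of reads, so the depth of each library is unknown, and no counting error can be given for a single value. A median of 11311 genes had a value above 0 in wild-type T3 discs, 11062 in *ash1* mutant T3 discs, 11162 in wild-type T2 discs and 10626 in *ash1* mutant T2 discs. Medians of 7893, 7802, 7791 and 7704 genes, in the same order, reached 1 TPM. The correlation across genes between libraries of one group, on the scale of log2(TPM + 1), ranged from 0.970 to 0.993 over the 8147 genes of at least 1 TPM in at least 5 libraries. Differential expression was tested on log2(TPM + 1) with limma and a mean-variance trend, separately for T3 and T2 discs, for genes of at least 1 TPM in at least 5 of the libraries compared. Log2 fold changes are those of *ash1* mutant over wild type on this scale, which understates the change of genes with low values. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.01 together with a log2 fold change of at least 1 or at least 2 in either direction. *ash1* RNA itself (FlyBase gene FBgn0005386, chromosome arm 3L) was 14.3 ± 1.10 TPM (SD, n = 5) in wild-type T3 discs and 20.3 ± 1.94 TPM (SD, n = 5) in mutant T3 discs, a log2 fold change of 0.48 (standard error 0.079, adjusted p = 0.000723 from limma). In T2 discs it was 13.2 ± 1.64 TPM (SD, n = 5) in the wild type and 18.9 ± 1.13 TPM (SD, n = 5) in the mutant, a log2 fold change of 0.49 (standard error 0.081, adjusted p = 0.000771 from limma). Under the 12 other settings compared, the adjusted p-value of *ash1* in T3 discs from limma was between 6.63e-05 and 0.0190. It did not pass 0.01 in 1 of them. Every mutant library lay above every wild-type library in both tissues. The paper describes *ash122* as a mutation that removes the protein.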

Transcriptome sequencing was then performed on at least four independent biological replicates of each type of sample. Bioinformatic analyses of RNA-seq data from *ash1^22^* mutant and wild-type larvae identified several hundred genes that were differentially expressed in both T3 and T2 discs. 

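With an adjusted p-value under 0.01 from limma and no limit on the fold change, 2090 of 7901 genes tested differed between *ash1* mutant and wild-type T3 discs, and 1628 of 7802 genes tested differed in T2 discs. Among genes called in both tissues at a log2 fold change of at least 1, and in which mutant and wild-type libraries did not overlap in either tissue, the largest rises in T3 discs were those of *lncRNA:CR40469*, *sordd2* and *snoRNA:Psi28S-3342*, which all lie on the X chromosome. The largest falls were those of *Lsp1gamma* and *CG32318* on chromosome arm 3L and *Map205* on 3R, which are arms of the chromosome that carries *ash1*. The arms are those of the BDGP6 annotation, looked up by gene identifier, whereas the reads were mapped to dm3. *Map205* RNA was 108 ± 9.16 TPM (SD, n = 5) in wild-type T3 discs and at most 0.25 TPM in any mutant T3 library, a log2 fold change of -6.57 (standard error 0.081, adjusted p = 3.13e-13 from limma). Its log2 fold change in T2 discs was also -6.57 (standard error 0.093, adjusted p = 8.79e-13). *sordd2* RNA rose from 0.622 ± 0.242 TPM to 60.8 ± 10.3 TPM (SD, n = 5 each) in T3 discs, with log2 fold changes of 5.25 in T3 discs and 5.34 in T2 discs. *lncRNA:CR40469* RNA ranged from 0 to 0.63 TPM in wild-type T3 libraries and from 36.3 to 184 TPM in the mutant ones. *snoRNA:Psi28S-3342* RNA ranged from 287 to 2043 TPM among the mutant T3 libraries and from 17.6 to 44.2 TPM among the wild-type ones. Its call in T2 discs was lost in 3 of the 12 other settings compared (adjusted p from 0.000922 to 0.0888, limma), and the authors' deposited tables give it a log2 fold change of 1.37 in T3 discs (adjusted p = 0.0313) and -0.23 in T2 discs (adjusted p = 0.742). *Lsp1gamma*, a larval serum protein gene used as a marker of the fat body, ranged from 54.1 to 4453 TPM in the 5 wild-type T3 libraries and did not exceed 0.07 TPM in any mutant T3 library. *CG32318* RNA was 107 ± 10.5 TPM (SD, n = 5) in wild-type T3 discs and between 0 and 4.70 TPM in the mutant.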

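At a log2 fold change of at least 1, 384 genes were called in T3 discs, of which 126 were higher and 258 lower in the *ash1* mutant. In T2 discs, 274 genes were called, 102 higher and 172 lower. At a log2 fold change of at least 2, 74 genes were called in T3 discs, 25 higher and 49 lower, and 57 in T2 discs, 20 higher and 37 lower. All mutant libraries lay on one side of all wild-type libraries for 360 of the 384 genes in T3 discs and for 255 of the 274 genes in T2 discs, where chance gives 0.794% of genes not chosen for a difference; these genes were chosen for one, so this is no further test of them. After quantile normalization of the libraries, 364 genes were called in T3 discs at a log2 fold change of at least 1, and the share of lower genes among them went from 67.2% to 55.8%. In T2 discs, 256 genes were called after this normalization, and the share went from 62.8% to 57.0%. The number of calls in T3 discs moved most with the pseudocount. Adding 0.1 TPM in place of 1 gave 502 genes in T3 discs at a log2 fold change of at least 1 and 168 at a log2 fold change of at least 2, and adding 5 TPM gave 162 and 26. Same-numbered wild-type and mutant libraries come from different larvae. In T2 discs, the deviations of same-numbered wild-type and mutant libraries from their group means had a mean correlation of -0.135, and with the replicate number as a block in the fit 251 genes were called at a log2 fold change of at least 1 and 53 at a log2 fold change of at least 2. The authors' deposited table of their own comparison in T3 discs, from limma with voom, holds 756 genes with an adjusted p-value under 0.01 and a log2 fold change of at least 1, and 302 with a log2 fold change of at least 2. The authors' deposited table for T2 discs holds 564 and 258. Of the 384 genes called here in T3 discs, 318 are among the authors' calls at the same limits, and of the authors' 756 calls 459 were tested here and 297 were below the filter of 1 TPM in 5 libraries. Without the filter, 377 genes were called here in T3 discs at a log2 fold change of at least 1.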

Specifically, about 300 genes are differentially expressed with a log2 fold change ≥2 and about 600 genes are differentially expressed with a log2 fold change ≥1 (Fig. 5A,B; Table S3). 

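*Ubx* RNA (FlyBase gene FBgn0003944, chromosome arm 3R) was 40.8 ± 5.19 TPM (SD, n = 5) in wild-type T3 discs and 8.97 ± 1.18 TPM (SD, n = 5) in *ash1* mutant T3 discs. The highest mutant library had 10.9 TPM and the lowest wild-type library 33.2 TPM. The log2 fold change was -2.07 (standard error 0.104, adjusted p = 1.14e-07 from limma), and it stayed between -2.13 and -2.02 when each T3 library was left out in turn. In T2 discs, *Ubx* RNA was 1.24 ± 0.820 TPM (SD, n = 5) in the wild type, with a single library at 2.70 TPM and the others at or under 1 TPM, and 0.808 ± 0.153 TPM (SD, n = 5) in the mutant. *Ubx* reached 1 TPM in too few T2 libraries to be tested with the other genes. Its difference in T2 discs, -0.25 on the log2 scale, was within the spread of the libraries (exact two-sided permutation test, p = 0.238). The change in T3 discs differed from that in T2 discs by -1.81 on the log2 scale (standard error 0.222, adjusted p = 9.02e-05 from limma for the interaction of genotype and tissue). At about 1 TPM, the scale of log2(TPM + 1) leaves *Ubx* limited room to fall in T2 discs. Part of this difference may follow from that low level alone. Between the wild-type tissues, *Ubx* was higher in T3 discs by a log2 fold change of 4.27 (standard error 0.188, adjusted p = 6.3e-08 from limma).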

As expected from the analyses shown above (Fig. 4B), *Ubx* was downregulated more than fourfold in *ash1* mutant T3 discs (Fig. 5A) but was not detected as a differentially regulated gene in T2 discs (Fig. 5B) because it is not expressed in that tissue. 

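Both tissues were tested for 7710 genes. Of the 355 of these that were called in T3 discs at a log2 fold change of at least 1, 186 (52.4%) were also called in T2 discs with the same direction, 71 higher and 115 lower in the *ash1* mutant, and 0 with the opposite direction. The overlap was larger than the numbers of calls in each tissue would give by chance (Fisher's exact test, two-sided, p = 4.94e-208, across genes, which are not independent replicates). When T2 discs needed only an adjusted p-value under 0.01 and the same direction, 268 of the 355 genes (75.5%) were shared, and 345 of the 355 (97.2%) had a log2 fold change of the same sign in T2 discs. With the replicate number as a block in both fits, the share was 50.0%. The percent of genes changed in T3 discs that are also changed in T2 discs, at a log2 fold change of at least 1 in both, was lowest at 39.9% with genes of at least 1 TPM in every library and highest at 61.5% with a covariate for fat body and salivary gland RNA, a setting chosen after the data were seen. In the authors' deposited table, 46.3% of the authors' T3 calls at a log2 fold change of at least 1 are also their T2 calls with the same direction, and 51.0% at a log2 fold change of at least 2.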

Importantly, most other genes that were differentially expressed in T3 discs of *ash1* mutant and wild-type larvae were also differentially expressed in T2 discs (Fig. 5C). The altered expression of these genes in *ash1* mutants is therefore not a consequence of reduced expression of the transcription factor Ubx in T3 discs. 

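The genes called in both tissues changed in the same direction in T2 discs, where *Ubx* RNA was near 1 TPM, as in T3 discs. A further 169 genes tested in both tissues were called in T3 discs only. The difference between the tissues was itself past an adjusted p-value of 0.01 for 21 of these 169 genes (limma, interaction of genotype and tissue), so that for the others a different change in T3 and T2 discs was not shown. Over all 8147 genes tested for this interaction, 89 had an adjusted p-value under 0.01. The paper does not say whether same-numbered T3 and T2 libraries come from the same larvae. Their deviations had a mean correlation of 0.189 in the wild type and 0.198 in the mutant, and 85 genes were called with a block for each replicate number within each genotype, a fit chosen after this check, and 92 with the replicate number alone as a block. Between the wild-type tissues, there were 193 genes that differ between wild-type T3 and T2 discs at a log2 fold change of at least 1, of 7888 tested, and 204 with the replicate number as a block. The 3 genes with the smallest interaction p-values were *lncRNA:bxd*, *pdm2* and *vg*. *lncRNA:bxd*, on chromosome arm 3R, fell from 5.90 ± 0.916 TPM to 0.670 ± 0.149 TPM (SD, n = 5 each) in T3 discs and did not exceed 0.31 TPM in any T2 library. At that level log2(TPM + 1) leaves almost no room for a fall in T2 discs, so its interaction does not show a different response there. With a pseudocount of 0.1 the adjusted p-value of its interaction was 0.0121, just above the limit. *vg* rose in T3 discs from 14.4 ± 2.73 TPM to 39.5 ± 2.84 TPM (SD, n = 5 each), a log2 fold change of 1.40 (standard error 0.113, adjusted p = 5.29e-06 from limma). In T2 discs *vg* was 72.0 ± 6.57 TPM in the wild type and 65.0 ± 3.28 TPM in the mutant (SD, n = 5 each), a log2 fold change of -0.14 (standard error 0.069, adjusted p = 0.130). *pdm2* fell in T2 discs from 27.6 ± 1.56 TPM to 9.56 ± 0.953 TPM (SD, n = 5 each), a log2 fold change of -1.44 (standard error 0.072, adjusted p = 6.89e-08), and in T3 discs it had a log2 fold change of 0.38 (standard error 0.124, adjusted p = 0.0277), which passed the limit after quantile normalization and in one fit of all 20 libraries. From the genes shared between the tissues and the absence of *Ubx* expression in T2 discs, the paper concludes that the change of the shared genes does not follow from reduced *Ubx* in T3 discs.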

In summary, these results show that Ash1 is required for the normal expression of a few hundred genes in addition to regulating the HOX genes.

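Besides *Ubx*, the HOX genes that reached 1 TPM in enough T3 libraries to be tested were *Scr* and *Antp*. *Antp* (FlyBase gene FBgn0260642, chromosome arm 3R) rose from 22.6 ± 2.54 TPM to 35.9 ± 3.74 TPM (SD, n = 5 each) in T3 discs of the *ash1* mutant, a log2 fold change of 0.64 (standard error 0.094, adjusted p = 0.000327 from limma). In T2 discs it was 25.5 ± 1.64 TPM in the wild type and 26.0 ± 0.849 TPM in the mutant (SD, n = 5 each), a log2 fold change of 0.03 (standard error 0.058, adjusted p = 0.721). The difference between the tissues was 0.61 on the log2 scale (standard error 0.109, adjusted p = 0.00266 from limma, interaction). *Scr* was 7.07 ± 0.732 TPM in wild-type and 5.68 ± 0.995 TPM in mutant T3 discs (SD, n = 5 each), a log2 fold change of -0.28 that did not pass the adjusted p-value (standard error 0.115, adjusted p = 0.0652). In T2 discs it did not exceed 0.60 TPM in any library. *abd-A* was at or under 0.50 TPM in the mutant T3 libraries and between 0.18 and 2.99 TPM in the wild-type ones (exact two-sided permutation test, p = 0.222). *Abd-B*, *lab*, *pb* and *Dfd* stayed under 0.4 TPM in all 20 libraries. Over the 20 genes named in the paper that were tested in T3 discs, 9 had an adjusted p-value under 0.01 when adjusted over all genes and 10 when adjusted over these 20 genes alone. In T2 discs, 6 of 18 did under either adjustment. Among all genes tested, 2090 of 7901 passed this limit in T3 discs and 1628 of 7802 in T2 discs. The list includes *mth*, *Ubx* and *CG6310*, which the paper picked as lower in these same data, so these counts are no independent test.

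**Figure D1:**
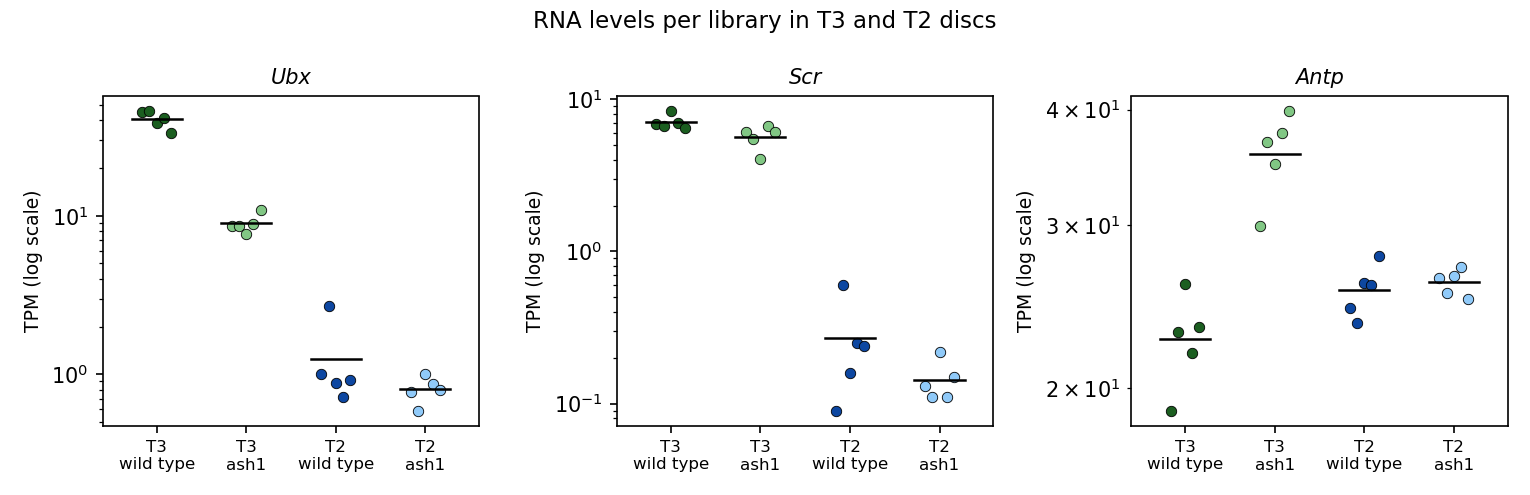
TPM of *Ubx*, *Scr* and *Antp* in each of the 20 libraries, on a logarithmic axis, by tissue and genotype, with a point for each library and a line at the mean of 5 libraries. *Ubx* and *Scr* are lower in T2 than in T3 discs, and *Antp* is higher in mutant T3 discs, from 30.0 to 39.8 TPM, than in wild-type T3 discs, from 18.9 to 26.0 TPM.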

**Fig. 5.**
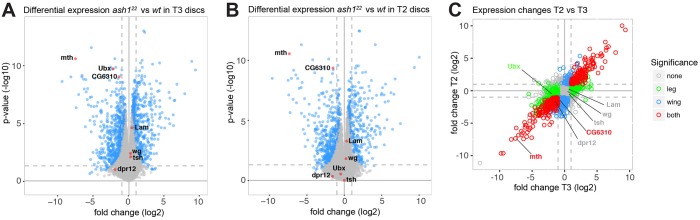
**Alteration of gene expression in *ash1* mutants.** (A,B) Volcano plots of changes in gene expression in *ash1^22^* ^*m+ z−*^ (*ash1^−/−^*) larvae compared with wild-type larvae in T3 discs (A) and in T2 discs (B). Genes selected for the analyses documented in Fig. 6 are labelled. (C) Scatter plot comparing T2 and T3 by log2 fold change of gene expression in *ash1^22^* ^*m+ z−*^ versus wild-type larvae, colour-coded by statistical significance in T2 or T3, or both (*P*<0.01, log2 fold change ≥2). There is high similarity in T3 and T2 tissues. Genes also labelled in A and B are indicated.

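Across the 7710 genes tested in both tissues, the log2 fold changes in T3 and T2 discs had a Pearson correlation of 0.776, with a standard error of 0.0895 from leaving out each of the 20 libraries in turn. This is a correlation across genes, which are not independent replicates, and no p-value is given for it. It was between 0.721 and 0.783 with each library left out in turn and between 0.721 and 0.805 under the other settings compared. Leaving out a library also takes genes that are off in the other genotype below the filter of 5 libraries. The standard error and the range with each library left out therefore also reflect a changed set of genes. At a log2 fold change of at least 2 in both tissues, 41 of the 71 genes called in T3 discs (57.7%) were also called in T2 discs with the same direction.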

**Fig. 6.**
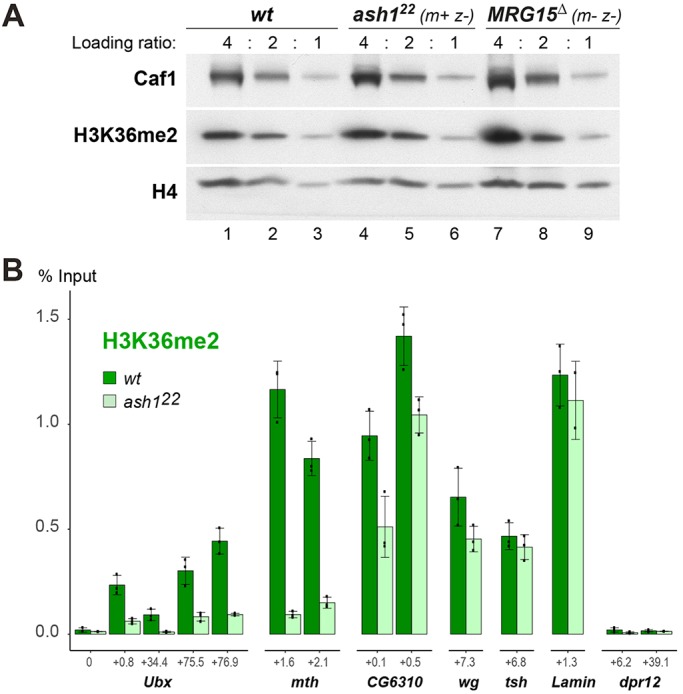
**Ash1 is required for normal H3K36me2 levels at HOX and other target genes.** (A) H3K36me2 bulk levels are unchanged in *ash1* or *MRG15* null mutants. Western blot on serial dilutions (4:2:1) of total extracts from imaginal discs from wild-type (wt), *ash1^22^* ^*m+ z−*^ and *MRG15*^Δ*m– z–*^ mutant larvae, probed with antibodies against H3K36me2 and, as loading control, histone H4 and Caf1. The genotype of the *MRG15*^Δ*m− z−*^ animals is *MRG15*^Δ^*/Df(3R)BSC741* (see text). (B) ChIP qPCR analysis in wild-type (dark-green bars) and in *ash1^22^* homozygous (*ash1^22^*, light-green bars) larvae, monitoring H3K36me2 levels at the *Ubx*, *mth*, *CG6310*, *wg*, *tsh*, *lam* and *dpr12* genes in T3 discs. At each gene, H3K36me2 was analysed at one or more regions, and for each qPCR, amplicon coordinates are indicated as distance in kb from the transcription start site, see also Table S5. For both genotypes, bars show ChIP signals from three independent ChIP reactions that were performed on three independently prepared batches of chromatin and are presented as a percentage of input chromatin precipitated at each region; dots show individual experimental results and error bars show standard deviation.

These results raised the issue of whether Ash1 directly binds to these deregulated genes and whether Ash1 is required for dimethylation of H3K36 in their chromatin. Three separate studies have generated genome-wide Ash1 protein-binding profiles in different *Drosophila* tissue culture cell lines (Huang et al., 2017; Kockmann et al., 2013; Schwartz et al., 2010). Kockmann et al. reported that Ash1 binds in a sharply localized manner in the promoter region of most active genes in the cells they analysed (Kockmann et al., 2013), whereas Schwartz et al. reported that Ash1 is bound at about 50 genomic regions where it is associated with large chromatin domains that span on average about 10 kb (Schwartz et al., 2010); Huang et al. identified around 500 Ash1-bound genes (Huang et al., 2017). To analyse Ash1 binding in the same tissues that we had used for our transcriptome analyses, we attempted to perform ChIP-seq experiments in imaginal discs. However, we failed to enrich sufficient amounts of chromatin by immunoprecipitation with Ash1 antibodies and were therefore unable to generate reliable Ash1 protein-binding profiles. In the following, we therefore focused our analysis on investigating how H3K36me2 levels are affected in mutants lacking AMC.

### Bulk H3K36me2 levels are not diminished in mutants lacking AMC

In the first experiment, we assessed the contribution of AMC to total H3K36me2 levels in developing larvae. We analysed H3K36me2 bulk levels in imaginal disc tissues dissected from wild-type, *ash1^22 m+ z–^* or *MRG15*^Δ^ *^m– z–^* third instar larvae. As shown in Fig. 6A, H3K36me2 bulk levels were not detectably diminished in either of the two mutants. These results suggested that AMC might contribute to H3K36 di-methylation in a more gene-specific manner.

### Ash1 is required for high-level H3K36 di-methylation at Ash1-regulated genes

We next analysed H3K36me2 levels at genes that we had found to be downregulated in *ash1* mutants. We performed chromatin immunoprecipitation (ChIP) assays with H3K36me2 antibodies on chromatin prepared from haltere and third leg imaginal discs (T3 discs) dissected from *ash1^22^* homozygous larvae (*ash1^22 m+ z–^*) or from wild-type larvae and used real-time quantitative PCR (qPCR) to monitor H3K36me2 levels in the transcribed region of specific genes. These genes were: *methuselah* (*mth*), as an example of a gene that is strongly (almost 200-fold) downregulated in *ash1* mutants; *Ubx*, as a moderately (more than fourfold) downregulated gene; and *CG6310*, as a weakly (about twofold) downregulated gene (Fig. 5A). 

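*mth* RNA (FlyBase gene FBgn0023000, chromosome arm 3L) was 47.7 ± 7.87 TPM (SD, n = 5) in wild-type T3 discs and 0.196 ± 0.077 TPM (SD, n = 5) in *ash1* mutant T3 discs, a ratio of mean TPM of 243. On the scale of log2(TPM + 1) the log2 fold change was -5.33 (standard error 0.117, adjusted p = 8.29e-11 from limma). This scale limits the fold of a gene that falls under 1 TPM, and with 0.1 TPM added in place of 1 the log2 fold change was -7.36. In T2 discs *mth* was 55.0 ± 10.1 TPM in the wild type and 0.260 ± 0.108 TPM in the mutant (SD, n = 5 each), a log2 fold change of -5.46 (standard error 0.119, adjusted p = 4.46e-11). *CG6310* (FlyBase gene FBgn0036121, chromosome arm 3L) was 128 ± 14.7 TPM in wild-type and 39.8 ± 3.78 TPM in mutant T3 discs (SD, n = 5 each), a log2 fold change of -1.66 (standard error 0.092, adjusted p = 2.66e-07). In T2 discs its log2 fold change was -1.70 (standard error 0.106, adjusted p = 4.36e-07). *Ubx* fell in mutant T3 discs with a ratio of mean TPM of 4.54, and *CG6310* with a ratio of 3.22. The authors' deposited table gives log2 fold changes in T3 discs of -7.56 for *mth*, -2.22 for *Ubx* and -1.39 for *CG6310*. Both *mth* and *CG6310* lie on the chromosome that carries *ash1*.

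**Figure D2:**
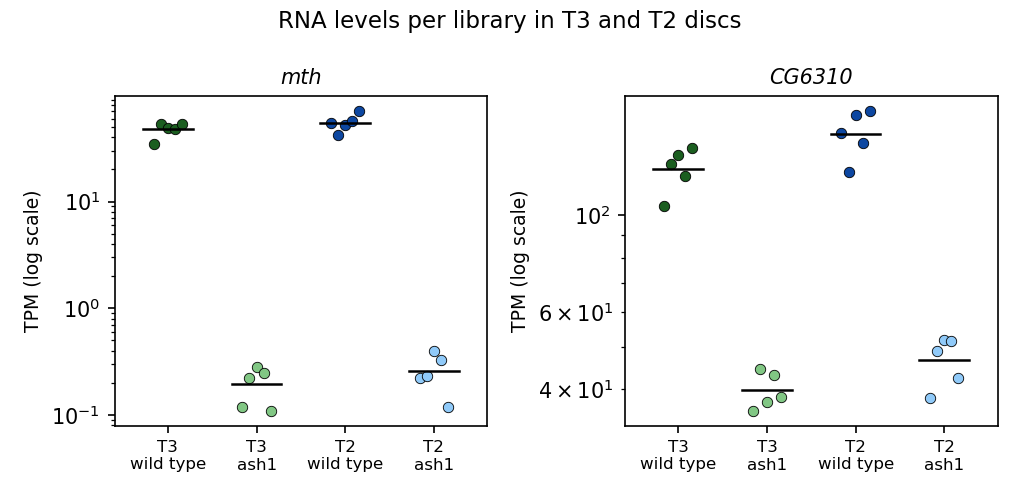
TPM of *mth* and *CG6310* in each of the 20 libraries, on logarithmic axes, by tissue and genotype, with a point for each library and a line at the mean of 5 libraries. *mth* lies between 0.11 and 0.40 TPM in all mutant libraries and at or above 34.6 TPM in all wild-type libraries, and the mutant and wild-type libraries do not overlap for *CG6310* either.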

As control, we analysed H3K36me2 at the *wingless* (*wg*), *teashirt* (*tsh*) and *lamin* (*lam*) genes that are all expressed in T3 discs but are not downregulated in *ash1* mutants (Fig. 5A, Table S3). 

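In T3 discs, *wg* (FlyBase gene FBgn0004009) was 52.5 ± 3.06 TPM in the wild type and 62.1 ± 4.07 TPM in the *ash1* mutant (SD, n = 5 each). Its log2 fold change of 0.24 was just above the limit on the adjusted p-value (standard error 0.063, adjusted p = 0.0111 from limma). It passed the limit after quantile normalization (adjusted p = 0.00701). Under the 12 other settings compared, the adjusted p-value of *wg* from limma was between 0.00701 and 0.215. *tsh* (FlyBase gene FBgn0003866, chromosome arm 2L) was 53.3 ± 5.31 TPM and 60.3 ± 5.54 TPM (SD, n = 5 each), a log2 fold change of 0.18 (standard error 0.083, adjusted p = 0.103), which did not pass the limit. *Lam* (FlyBase gene FBgn0002525, chromosome arm 2L) had the highest level, 252 ± 5.04 TPM in the wild type and 325 ± 21.0 TPM in the mutant (SD, n = 5 each). Its log2 fold change was 0.37 (standard error 0.055, adjusted p = 0.000367), and the lowest mutant library, at 294 TPM, lay above the highest wild-type library, at 260 TPM. Under the other settings compared, the adjusted p-value of *Lam* from limma was between 6.75e-05 and 0.0131, the highest with a covariate for fat body and salivary gland RNA that was chosen after the data were seen. The authors' deposited table gives log2 fold changes in T3 discs of 0.24 for *wg* (adjusted p = 0.00843), 0.22 for *tsh* (adjusted p = 0.00422) and 0.40 for *Lam* (adjusted p = 2.63e-05). None of the log2 fold changes of *wg*, *tsh* and *Lam* in T3 discs was below 0 under any setting or with any T3 library left out.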

As an additional control, we analysed H3K36me2 at *dpr12*, a gene that is virtually inactive in T3 and T2 discs (Table S3). 

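The expression table lists the symbol *dpr12* for both FBgn0085414, the FlyBase gene *dpr12* on chromosome arm 2R, and FBgn0003944, which is *Ubx*; the values here are those of FBgn0085414. *dpr12* RNA was 0.12, 0.09, 0.11, 0.82 and 1.74 TPM in replicates 1 to 5 of wild-type T3 discs and between 0.03 and 0.30 TPM in the *ash1* mutant (exact two-sided permutation test, p = 0.198). In T2 discs it was at most 0.24 TPM in the wild type and at most 0.05 TPM in the mutant. These levels were too low for the gene to be tested with the others.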

As illustrated in Fig. 6B, in wild-type animals, H3K36me2 is detected in the coding region of the expressed *Ubx*, *mth*, *CG6310*, *wg*, *tsh* and *lam* genes, but not at the inactive *dpr12* gene (Fig. 6B). In *ash1* mutants, H3K36me2 levels were strongly diminished at *Ubx* and *mth*, and were mildly reduced at *CG6310*, but not significantly changed at *wg*, *tsh* and *lam* (Fig. 6B). Nonetheless, even at the *Ubx* and *mth* genes, where H3K36me2 levels are strongly reduced, the modification is not completely abolished. This suggests that the residual H3K36 di-methylation at these genes is generated by other H3K36 HMTases, most likely by NSD and/or Set2. These HMTases are likely also responsible for H3K36me2 at the *wg*, *tsh* and *lam* genes, where the modification appeared undiminished in *ash1* mutants. It is important to keep in mind that even though the extent of H3K36me2 reduction appears to roughly match the extent to which expression of target genes is reduced in *ash1* mutants, the H3K36me2 reduction might not be uniform across the cell population. A case in point for this is *Ubx*, where expression in T3 discs of *ash1* mutants is lost in a mosaic all-or-none fashion (Fig. 4B). It is possible that, in cells showing loss of *Ubx* expression, H3K36me2 might be completely lost from *Ubx* chromatin and that the residual H3K36me2 ChIP signal at *Ubx* in *ash1* mutants (Fig. 6B) represents H3K36me2 at *Ubx* in those cells that retained normal levels of *Ubx* expression. In summary, these analyses show that genes that are downregulated in *ash1* mutants show a reduction, but not complete loss, of H3K36me2 in their chromatin.

## DISCUSSION

Biochemical studies over the past have revealed that almost all PcG and trxG regulators originally identified through genetics are subunits of multi-protein complexes that modify chromatin; this has greatly helped to unravel the molecular mechanism of these proteins and to understand how they function (Kassis et al., 2017). Here, we have investigated the molecular interactions and the mechanism of action of the trxG protein Ash1 and its role in regulating gene expression in *Drosophila*. The work reported in this study leads to the following main conclusions. First, biochemical purifications from *Drosophila* show that Ash1 is the subunit of a multi-protein complex that contains MRG15 and Caf1: the AMC complex. Second, reconstitution of AMC using recombinant proteins uncovered that the MRG domain of MRG15 binds to a conserved FxLP motif next to the SET domain of Ash1, and that this interaction greatly enhances Ash1 catalytic activity for H3K36 di-methylation in nucleosomes. A recent study by Bing Zhu's lab reported the purification of an identical Ash1-MRG15-Caf1 complex and they also found that MRG15 stimulates Ash1 enzymatic activity *in vitro* (Huang et al., 2017), providing independent support for these first two conclusions from our work. Third, our transcriptome analyses in developing *Drosophila* reveal that AMC is required for the normal expression of a few hundred genes in addition to the HOX genes. Fourth, we show that animals that lack Ash1 or MRG15, or contain a catalytically inactive version of Ash1 have the capacity to go through embryonic, larval and pupal development, and complete metamorphosis to differentiate into adults that show very specific homeotic phenotypes as their main morphological defect. Notably, this defines MRG15 as a novel trxG protein. Fifth, we find that AMC does not make a major contribution to the bulk of H3K36 di-methylation in *Drosophila* but that the complex is essential for generating wild-type levels of H3K36me2 at HOX and other target genes that are downregulated in *ash1* mutants. In the following, we shall focus on specific aspects of these findings.

### Activation of Ash1 methyltransferase activity by MRG15

Our analyses and those of Huang et al. (2017) strongly suggest that AMC rather than the Ash1 protein alone is the active form of this HMTase and that the MRG15 subunit stimulates Ash1 HMTase activity via a mechanism that is conserved in flies and mammals. In particular, the data sets in Fig. 3 collectively suggest that interaction of the MRG domain with the FxLP motif preceding the Ash1/ASH1L SET domain increases the catalytic activity of this domain in both the fly and the human complex. Without structural information about this interaction, we can currently only speculate on the activation mechanism. An attractive possibility would be that MRG15 binding allosterically activates the SET domain by displacing the auto-inhibitory loop formed by the Ash1 post-SET domain (An et al., 2011) and thereby facilitates access of the H3K36 substrate lysine to the catalytic centre in the SET domain. In addition to this allosteric activation mechanism, MRG15 might also promote AMC activity through a second mechanism involving interaction of the MRG15 chromo barrel domain with nucleosomes that already carry the H3K36me2 and/or -me3 modification (Zhang et al., 2006). Specifically, in the chromatin of actively transcribed genes that contain H3K36me2/3-modified nucleosomes, interaction of MRG15 with such nucleosomes – perhaps in cooperation with interactions of the Ash1 bromodomain or PHD finger with other histone modifications – might permit AMC to di-methylate H3K36 in unmodified neighbouring nucleosomes more efficiently. This might be particularly crucial when histone H3 is exchanged in the wake of transcription or when newly synthesized octamers containing unmodified H3 are incorporated after DNA replication. In this context, it should also be recalled that the target genes *Ubx*, *mth* or *CG6310* still contain low levels of H3K36me2-modified nucleosomes in discs of *ash1^22 m+ z–^* mutant larvae. This residual H3K36me2 is unlikely to represent nucleosomes that were modified by maternally-deposited Ash1 protein. First, Ash1 protein is undetectable in these cells (Fig. S1) and, second, the replication-coupled dilution of parental nucleosomes in these dividing cells will require *de novo* methylation of newly incorporated H3 molecules at every S-phase. It therefore seems more likely that the low level of H3K36me2 at these genes in *ash1* mutants is generated by NSD and Set2. According to this view, Ash1 would thus act on top of an H3K36me2/3 landscape generated by these more globally acting H3K36-methylating enzymes. Furthermore, Ash1 association with polytene chromosomes was reported to depend on Kismet/CHD7, a nucleosome remodelling factor that is required for the transition from transcription initiation to transcriptional elongation (Srinivasan et al., 2008). Together, these observations all point to a scenario where AMC acts on chromatin that already is transcriptionally active and possibly already is at least partially decorated with H3K36me2/3.

### Developmental and gene expression defects in mutants lacking AMC function

Our transcriptome analyses identified several hundred genes that are de-regulated in *ash1* mutants. This observation may seem surprising given that *ash1*-null and catalytic mutants nevertheless develop into pharate or even viable and fertile adults, respectively. The homeotic transformations in *ash1* mutants show that downregulation of HOX gene expression has a clear physiological consequence. We have not been able to detect any other obvious morphological defects in the epidermal structures of *ash1* mutants. However, it is possible that changes in the expression levels of AMC-regulated genes other than HOX genes cause morphological defects in internal structures or organs, or that they affect the physiology of mutant animals and could in this way impact on their survival and viability. Future studies will be needed to assess the consequences of altered expression levels of the non-HOX genes regulated by AMC. Here, we shall focus our discussion on the role of AMC in regulating HOX genes where lack of the complex and the reduction of H3K36me2 have a clear physiological consequence.

### Requirement for H3K36 dimethylation by AMC to counteract Polycomb repression

As discussed in the Introduction, genetic and molecular studies originally uncovered that Ash1 prevents H3K27 tri-methylation by PRC2 in the coding region of the *Ubx* gene in cells where this gene is expressed (Papp and Müller, 2006). Biochemical studies *in vitro* then established that PRC2 HMTase activity for H3K27 methylation is inhibited on nucleosomes carrying H3K36me2 (Schmitges et al., 2011; Yuan et al., 2011). Here, we now show that Ash1 is indeed required for deposition of normal levels of H3K36me2 in the *Ubx*-coding region in cells where *Ubx* is normally expressed (Fig. 6B). Together, this supports a model in which AMC di-methylates H3K36 in the *Ubx*-coding region and thereby antagonizes H3K27me3 deposition by PRC2 and the instalment of Polycomb repression at this gene. It remains to be investigated whether H3K36 di-methylation by AMC also antagonizes H3K27 tri-methylation at other Ash1-regulated genes. Inspection of the available H3K27me3 profiles in wild-type *Drosophila* embryonic, larval or adult cells, or in different tissue culture cell lines provides no evidence for presence of H3K27me3 at the *mth* or *CG6310* genes in any of these cells (www.modencode.org). At these genes, AMC might therefore preserve normal levels of expression through mechanisms other than counteracting Polycomb repression.

A conspicuous feature of mutants lacking AMC function is the all-or-none loss of HOX gene expression. Specifically, the patchy loss of *Ubx* and *Abd-B* expression and the patchy transformations in the adult epidermis of *ash1*-null, *ash1* catalytic inactive or *MRG15*-null mutants suggest that expression of these genes is lost in a stochastic fashion in a fraction of larval cells and, once lost, this ‘OFF’ state is then clonally propagated in their daughter cells (Fig. 4B). Conversely, in other cells, HOX gene expression appears to be maintained (Fig. 4B). How could this variegated loss of expression be explained? As discussed above, the low levels of H3K36me2 at *Ubx* in *ash1* mutants are likely generated by NSD and/or Set2. It is possible that, in the absence of AMC, H3K36 methylation by these other HMTases may suffice to sustain H3K36me2 levels on at least one of the two *Ubx* alleles on the two homologous chromosomes above the threshold level needed to antagonize PRC2. We imagine that this crucial threshold is, however, not reliably reached in all cells, and, as a consequence, gain of H3K27 tri-methylation by PRC2 on both *Ubx* alleles may result in a stable OFF switch that is then clonally propagated. According to this view, a key physiological role of the trxG protein complex AMC is to augment the number of H3K36me2-modified nucleosomes across the chromatin of active HOX genes to safeguard them from H3K27 tri-methylation by PRC2.

## MATERIALS AND METHODS

### *Drosophila* strains

Strains with the following genotypes were generated and/or used in this study:

*w* (wild type);

*w; NTAP-Ash1; ash1^22^ FRT2A*;

*w; ash1-CTAP/CyO; ash1^22^ FRT2A*;

*w; ash1^22^ FRT2A/TM3 twi::EGFP*;

*w hsp70-flp; ovo^D^ FRT2A/TM2/TM6B*;

*w; ash1^wt^(VK37); ash1^22^ FRT2A*;

*w; ash1^R1464A^ (VK37); ash1^22^ FRT2A/TM6B*;

*w; MRG15*^Δ^/*TM6C*; and *w; Df(3R)BSC741/TM3 twi::EGFP*.

The genotypes of the animals shown in Fig. 4 were as follows: *ash1^22 m− z−^* animals were *w; ash1^22^ FRT2A* and derived from crossing *w; ash1^22^ FRT2A/ovo^D^ FRT2A* females (with germ line clones) with *w; ash1^22^ FRT2A/ TM3 twi::EGFP* males; *ash1^R1464A m− z−^* animals were *w; ash1^R1464A^ (VK37)/+; ash1^22^ FRT2A* and were derived from crossing *w; ash1^R1464A^ (VK37); ash1^22^ FRT2A* females with *w; ash1^22^ FRT2A/TM3 twi::EGFP* males; and *MRG15*^Δ *m− z*^^−^ animals were *w; MRG15*^Δ^*/Df(3R)BSC741* and derived from crossing *w; MRG15*^Δ^*/Df(3R)BSC741* females with *w; Df(3R)BSC741*/*twi::EGFP* males.

### Antibodies

Antibodies used in this study are listed in Table S4. Antibodies against Ash1_517-842_ were raised in rabbits. The Ash1_517-842_ epitope was expressed as a 6×His-tagged protein in *Escherichia coli* and purified under denaturing conditions; the same epitope was used for affinity purification of the antibody.

### Tandem affinity purification (TAP) of Ash1 complexes

The *NTAP-Ash1* and *Ash1-CTAP* transgenes both contained the entire Ash1_1-2226_ open reading frame in the previously described *Drosophila* transformation vectors CaSpeR-NTAP and CaSper-CTAP, respectively (Klymenko et al., 2006); plasmid maps are available on request. Tandem affinity purifications were performed from embryonic nuclear extracts of *w; NTAP-Ash1; ash1^22^ FRT2A* and *w; ash1-CTAP/CyO; ash1^22^ FRT2A* strains as described previously (Klymenko et al., 2006).

### Mass spectrometric analysis of proteins isolated by TAP

Eluates from calmodulin beads after TAP were separated on 4-12% polyacrylamide gels. One part of the material was used for silver staining to visualize the proteins for illustration (Fig. 1A). For mass spectrometric analysis, the bulk part of the material was separated on the same type of gel, the entire gel lane was excised and subdivided into different slices that were then each alkylated and digested with trypsin as described (Barth et al., 2014). Peptides were collected by acid extraction, concentrated by evaporation and resuspended in 0.1% TFA. Fifty percent of the digested material was injected into an Ultimate 3000 HPLC system (Thermo-Fisher Scientific) and analysed as described previously (Barth et al., 2014). For protein identification, the raw data were analysed with the Andromeda algorithm of the MaxQuant protein analysis package (version 1.5.3.30) against the FlyBase dmel-all-translation-r5.32.fasta database, including reverse sequences and contaminants. For quantification, Intensity Based Absolute Quantification (iBAQ) values were calculated from peptide intensities. For presentation, values were log2-transformed and subsequently missing values were imputed from a random distribution centred at 1/3×log2 of the obtained experimental data (Table S1). Ash1, MRG15 and Caf1 peptides identified by mass spectrometry are listed in Table S2.

### Expression and purification of recombinant proteins

*Drosophila* Ash1_C_, and the complete coding sequences of MRG15, Msl3, Caf1 and Esc were cloned into pFastBac1 (ThermoFisher) with appropriate affinity-tag coding sequences at their N termini: StrepII-MRG15, StrepII-Msl3, StrepII-Caf1, StrepII-Esc, His6-Ash1_C_, His6-Ash1_C_^RxRP^ and His6-Ash1_C_^R1464A^. Plasmids and viruses are available on request. Fig. 2B-D and Fig. 3 show Strep-Tactin affinity purifications. Insect cells were lysed in Strep-Buffer A [20 mM Tris-HCl (pH 8), 300 mM KCl, 2 mM MgCl_2_, 15% glycerol, 10 µM ZnSO_4_, 0.1% NP-40 substitute, 1 mM 1,4-dithiothreitol and protease inhibitors]. Cleared lysates were loaded on Strep-Tactin sepharose beads (IBA) and washed multiple times with Strep-Buffer A. Retained proteins were released in Strep-Buffer B [20 mM Tris-HCl (pH 8), 150 mM NaCl, 10% glycerol, 0.5 mM 1,4-dithiothreitol and protease inhibitors] supplemented with 5 mM d-desthiobiotin (Sigma). For affinity purification using the His-affinity tag in Fig. 2E, cells were lysed in His-buffer A [20 mM Tris-HCl (pH 8), 300 mM KCl, 4 mM MgCl_2_, 5 mM imidazole, 5% glycerol, 10 µM ZnSO_4_, 0.05% NP-40 substitute, 4 mM β-mercaptoethanol and protease inhibitors] and subjected to a Ni-affinity purification (Ni-NTA Agarose, Qiagen). After multiple washes with His-buffer A, proteins were eluted with His-Buffer B [20 mM Tris-HCl (pH 8), 300 mM NaCl, 250 mM imidazole, 5% glycerol, 0.05% NP-40 substitute, 4 mM β-mercaptoethanol and protease inhibitors].

For expression in *E. coli*, *Drosophila* Ash1_XL-SET_ and human ASH1L_XL-SET_ were cloned into a modified pET28a-TEV vector, containing an N-terminal 6×His-tag and a TEV protease site. *Drosophila* full-length MRG15 and human MRG15_MRG_ domain were cloned into pET21a vector. Ash1_XL-SET_ and ASH1L_XL-SET_ proteins were expressed and Ash1_XL-SET_:MRG15 and ASH1L_XL-SET_:MRG15_MRG_ complexes were co-expressed in *E. coli* BL21 (RILP) cells. The proteins were then purified on Ni-NTA (Qiagen) resin. Following treatment with TEV protease to remove the N-terminal 6×His-tag, the proteins were further purified by ion exchange, and size exclusion chromatography in a buffer containing 50 mM Tris HCl (pH 8.0) and 100 mM NaCl.

### HMTase assays

Mononucleosome substrates were reconstituted with recombinant *Drosophila* histones and a 215 bp long 601 DNA fragment. HMTase reactions on mononucleosomes were performed in buffer containing 80 µM SAM, 65 mM Tris-HCl (pH 8.5), 78 mM NaCl, 2.5 mM MgCl_2_, 0.23 mM EDTA (pH 8.0), 1 mM DTT, 1 mM β-mercaptoethanol, 2.6 mM d-desthiobiotin, 5% glycerol and protease inhibitors, and were incubated for 3 h at 25°C. For HMTase reactions on oligonucleosomes, nucleosomal arrays were assembled with recombinant *Xenopus* histones and G5E4 DNA. Reactions were performed in buffer containing 2 µM ^3^H-SAM, 50 mM Tris-HCl (pH 9.0), 40 mM NaCl, 5 mM MgCl2 and 4 mM DTT, and were incubated for 80 min at 37°C. The reactions were analysed on a 15% SDS-polyacrylamide gel, visualized by Coomassie Blue staining or transferred to an immobilon-PSQ PVDF membrane (ISEQ00010, Millipore) and exposed to an image plate. The image plate was scanned with FLA-7000 (Fuji Film) for autoradiography.

### Ash1 genomic transgenes

Transgenes containing genomic *ash1* fragments comprised BDGP R6.14 chr3L sequences 19,600,040…19,590,604, using BAC CH322-147P9 as template. In the *Taf6*-coding sequence present in this fragment, multiple ATG initiation codons were converted into stop codons. For the *ash1^R1464A^* transgene, the AGG codon for Arg_1464_ was mutated to GCG. The genomic fragments were cloned into a modified attB vector (pUMR-FLAP) and integrated at the attP site VK37 (BDSC 9752).

### Generation of the *MRG15^*Δ*^* deletion allele

*MRG15^*Δ*^* was generated by replacing BDGP R6.14 chr3R: 15,276,676…15,277,889 with *miniwhite* marker gene using ends-out targeting with the pw35 vector (Gong and Golic, 2003). The 5′ homology arm (BDGP R6.14)chr3R:15,277,890…15,281,975) and the 3′ homology arm (BDGP R6.14 chr3R:15,272,003…15,276,675) shown in Fig. S2 were amplified from BAC CH322-160G6 and the initiation ATG of *MRG15* was mutated to ATC. The *MRG15*^Δ^ allele isolated and used throughout this study was selected among multiple independent targeting events after confirming that *MRG15* was disrupted (Fig. S2) and that sequences in the homology arms and flanking DNA were unaltered.

### Immunostaining and adult cuticle preparations of *Drosophila*

Immunostaining of imaginal discs and preparations of adult cuticles were performed following standard protocols (Beuchle et al., 2001).

### Western blot analyses on larval tissue extracts

Western blots were performed on total extracts prepared from pooled hand-dissected wing, haltere and 3rd leg imaginal discs of a given genotype (Copur and Müller, 2013).

### Transcriptome analysis by NGS

RNA was isolated from independently prepared batches of hand-dissected haltere and third-leg imaginal discs (T3 discs; discs from eight larvae for each biological replicate) or wing discs (T2 discs; discs from eight larvae for each biological replicate) from wild-type or *ash1^22^* homozygous larvae, using the Direct-zol RNA mini Prep Kit (Zymo Research). After additional Agencourt AMPure XP purification (Beckman Coulter), isolated RNA was analysed on a Bioanalyzer (Agilent) using an RNA 6000 Nano Chip (Agilent). Non-degraded RNA from at least four independent biological replicates of each type of sample was used to construct sequencing libraries using sense mRNA-Seq Library Prep Kit (Lexogen). Quality-controlled and quantified libraries were sequenced on an HiSeq1500 system (Illumina) in the single-end mode (100 nt read length).

For analysis, trimmed and quality-filtered reads were mapped using the STAR aligner (Dobin et al., 2013) to the Ensembl genome annotation and *Drosophila* genome assembly dm3. Read counts were quantified using featurecounts (Liao et al., 2014) and differential gene expression calculated with limma using the voom transformation (Law et al., 2014).

### ChIP analysis

Chromatin preparation from hand-dissected haltere and third-leg imaginal discs (T3 discs) from wild-type or *ash1^22^* homozygous larvae and ChIP analysis was performed as described (Laprell et al., 2017). For each biological replicate, chromatin prepared from the discs of 60 larvae were used as input material. ChIP was performed with polyclonal anti-H3K36me2 antibody (Abcam ab9049) and qPCR primers used for analysis are listed in Table S5.

## Supplementary Material

Supplementary information

Supplementary information

## References

[DEV163808C1] AnS., YeoK. J., JeonY. H. and SongJ.-J. (2011). Crystal structure of the human histone methyltransferase ASH1L catalytic domain and its implications for the regulatory mechanism. 286, 8369-8374. 10.1074/jbc.M110.203380PMC304872121239497

[DEV163808C2] AndersonA. E., KarandikarU. C., PeppleK. L., ChenZ., BergmannA. and MardonG. (2011). The enhancer of trithorax and polycomb gene Caf1/p55 is essential for cell survival and patterning in Drosophila development. 138, 1957-1966. 10.1242/dev.058461PMC308230121490066

[DEV163808C3] BarthT. K., SchadeG. O. M., SchmidtA., VetterI., WirthM., HeunP., ThomaeA. W. and ImhofA. (2014). Identification of novel Drosophila centromere-associated proteins. 14, 2167-2178. 10.1002/pmic.20140005224841622

[DEV163808C4] BellO., WirbelauerC., HildM., ScharfA. N. D., SchwaigerM., MacAlpineD. M., ZilbermannF., van LeeuwenF., BellS. P., ImhofA.et al. (2007). Localized H3K36 methylation states define histone H4K16 acetylation during transcriptional elongation in Drosophila. 26, 4974-4984. 10.1038/sj.emboj.7601926PMC214011318007591

[DEV163808C50] BeuchleD., StruhlG. and MüllerJ. (2001). Polycomb group proteins and heritable silencing of Drosophila Hox genes. 128, 993-1004.10.1242/dev.128.6.99311222153

[DEV163808C5] BowmanS. K., DeatonA. M., DominguesH., WangP. I., SadreyevR. I., KingstonR. E. and BenderW. (2014). H3K27 modifications define segmental regulatory domains in the Drosophila bithorax complex. 3, e02833 10.7554/eLife.02833PMC413906025082344

[DEV163808C51] CopurÖ. and MüllerJ. (2013). The histone H3-K27 demethylase Utx regulates HOX gene expression in *Drosophila* in a temporally restricted manner. 140, 3478-3485. 10.1242/dev.097204PMC391291723900545

[DEV163808C6] DobinA., DavisC. A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM. and GingerasT. R. (2013). STAR: ultrafast universal RNA-seq aligner. 29, 15-21. 10.1093/bioinformatics/bts635PMC353090523104886

[DEV163808C7] DorighiK. M. and TamkunJ. W. (2013). The trithorax group proteins Kismet and ASH1 promote H3K36 dimethylation to counteract Polycomb group repression in Drosophila. 140, 4182-4192. 10.1242/dev.095786PMC378775824004944

[DEV163808C8] EramM. S., KuznetsovaE., LiF., Lima-FernandesE., KennedyS., ChauI., ArrowsmithC. H., SchapiraM. and VedadiM. (2015). Kinetic characterization of human histone H3 lysine 36 methyltransferases, ASH1L and SETD2. 1850, 1842-1848. 10.1016/j.bbagen.2015.05.01326002201

[DEV163808C52] GambettaM. C., OktabaK. and MüllerJ. (2009). Essential role of the glycosyltransferase Sxc/Ogt in Polycomb repression. 325, 93-96. 10.1126/science.116972719478141

[DEV163808C9] GaydosL. J., RechtsteinerA., EgelhoferT. A., CarrollC. R. and StromeS. (2012). Antagonism between MES-4 and Polycomb repressive complex 2 promotes appropriate gene expression in C. elegans germ cells. 2, 1169-1177. 10.1016/j.celrep.2012.09.019PMC351348823103171

[DEV163808C10] GongW. J. and GolicK. G. (2003). Ends-out, or replacement, gene targeting in Drosophila. 100, 2556-2561. 10.1073/pnas.0535280100PMC15137912589026

[DEV163808C11] HuangC., YangF., ZhangZ., ZhangJ., CaiG., LiL., ZhengY., ChenS., XiR. and ZhuB. (2017). Mrg15 stimulates Ash1 H3K36 methyltransferase activity and facilitates Ash1 Trithorax group protein function in Drosophila. 8, 1649 10.1038/s41467-017-01897-3PMC569634429158494

[DEV163808C12] KangH., JungY. L., McElroyK. A., ZeeB. M., WallaceH. A., WoolnoughJ. L., ParkP. J. and KurodaM. I. (2017). Bivalent complexes of PRC1 with orthologs of BRD4 and MOZ/MORF target developmental genes in Drosophila. 31, 1988-2002. 10.1101/gad.305987.117PMC571014329070704

[DEV163808C53] KassisJ. A., KennisonJ. A. and TamkunJ. W. (2017). Polycomb and trithorax group genes in Drosophila. 206, 1699-1725. 10.1534/genetics.115.185116PMC556078228778878

[DEV163808C13] KlymenkoT. and MüllerJ. (2004). The histone methyltransferases Trithorax and Ash1 prevent transcriptional silencing by Polycomb group proteins. 5, 373-377. 10.1038/sj.embor.7400111PMC129902215031712

[DEV163808C14] KlymenkoT., PappB., FischleW., KöcherT., SchelderM., FritschC., WildB., WilmM. and MüllerJ. (2006). A Polycomb group protein complex with sequence-specific DNA-binding and selective methyl-lysine-binding activities. 20, 1110-1122. 10.1101/gad.377406PMC147247116618800

[DEV163808C15] KockmannT., GerstungM., SchlumpfT., XhinzhouZ., HessD., BeerenwinkelN., BeiselC. and ParoR. (2013). The BET protein FSH functionally interacts with ASH1 to orchestrate global gene activity in Drosophila. 14, R18 10.1186/gb-2013-14-2-r18PMC405399823442797

[DEV163808C16] KroganN. J., KimM., TongA., GolshaniA., CagneyG., CanadienV., RichardsD. P., BeattieB. K., EmiliA., BooneC.et al. (2003). Methylation of histone H3 by Set2 in Saccharomyces cerevisiae is linked to transcriptional elongation by RNA polymerase II. 23, 4207-4218. 10.1128/MCB.23.12.4207-4218.2003PMC42752712773564

[DEV163808C17] KuschT., FlorensL., MacdonaldW. H., SwansonS. K., GlaserR. L., YatesJ. R., AbmayrS. M., WashburnM. P. and WorkmanJ. L. (2004). Acetylation by Tip60 is required for selective histone variant exchange at DNA lesions. 306, 2084-2087. 10.1126/science.110345515528408

[DEV163808C18] KwongC., AdryanB., BellI., MeadowsL., RussellS., ManakJ. R. and WhiteR. (2008). Stability and dynamics of polycomb target sites in Drosophila development. 4, e1000178 10.1371/journal.pgen.1000178PMC252560518773083

[DEV163808C19] LaJeunesseD. and ShearnA. (1995). Trans-regulation of thoracic homeotic selector genes of the Antennapedia and bithorax complexes by the trithorax group genes: absent, small, and homeotic discs 1 and 2. 53, 123-139. 10.1016/0925-4773(95)00430-08555105

[DEV163808C20] LanglaisK. K., BrownJ. L. and KassisJ. A. (2012). Polycomb group proteins bind an engrailed PRE in both the “ON” and “OFF” transcriptional states of engrailed. 7, e48765 10.1371/journal.pone.0048765PMC349090223139817

[DEV163808C21] LaprellF., FinklK. and MüllerJ. (2017). Propagation of Polycomb-repressed chromatin requires sequence-specific recruitment to DNA. 356, 85-88. 10.1126/science.aai826628302792

[DEV163808C22] LarschanE., AlekseyenkoA. A., GortchakovA. A., PengS., LiB., YangP., WorkmanJ. L., ParkP. J. and KurodaM. I. (2007). MSL complex is attracted to genes marked by H3K36 trimethylation using a sequence-independent mechanism. 28, 121-133. 10.1016/j.molcel.2007.08.01117936709

[DEV163808C23] LawC. W., ChenY., ShiW. and SmythG. K. (2014). voom: precision weights unlock linear model analysis tools for RNA-seq read counts. 15, R29 10.1186/gb-2014-15-2-r29PMC405372124485249

[DEV163808C24] LiaoY., SmythG. K. and ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. 30, 923-930. 10.1093/bioinformatics/btt65624227677

[DEV163808C25] MiyazakiH., HigashimotoK., YadaY., EndoT. A., SharifJ., KomoriT., MatsudaM., KosekiY., NakayamaM., SoejimaH.et al. (2013). Ash1l methylates Lys36 of histone H3 independently of transcriptional elongation to counteract polycomb silencing. 9, e1003897 10.1371/journal.pgen.1003897PMC382074924244179

[DEV163808C26] PappB. and MüllerJ. (2006). Histone trimethylation and the maintenance of transcriptional ON and OFF states by trxG and PcG proteins. 20, 2041-2054. 10.1101/gad.388706PMC153605616882982

[DEV163808C27] PokholokD. K., HarbisonC. T., LevineS., ColeM., HannettN. M., LeeT. I., BellG. W., WalkerK., RolfeP. A., HerbolsheimerE.et al. (2005). Genome-wide map of nucleosome acetylation and methylation in yeast. 122, 517-527. 10.1016/j.cell.2005.06.02616122420

[DEV163808C28] RigautG., ShevchenkoA., RutzB., WilmM., MannM. and SéraphinB. (1999). A generic protein purification method for protein complex characterization and proteome exploration. 17, 1030-1032. 10.1038/1373210504710

[DEV163808C29] SchmitgesF. W., PrustyA. B., FatyM., StützerA., LingarajuG. M., AiwazianJ., SackR., HessD., LiL., ZhouS.et al. (2011). Histone methylation by PRC2 is inhibited by active chromatin marks. 42, 330-341. 10.1016/j.molcel.2011.03.02521549310

[DEV163808C30] SchwartzY. B., KahnT. G., StenbergP., OhnoK., BourgonR. and PirrottaV. (2010). Alternative epigenetic chromatin states of polycomb target genes. 6, e1000805 10.1371/journal.pgen.1000805PMC279932520062800

[DEV163808C31] ShearnA. (1989). The ash-1, ash-2 and trithorax genes of Drosophila melanogaster are functionally related. 121, 517-525.10.1093/genetics/121.3.517PMC12036372497049

[DEV163808C32] ShearnA., HerspergerE. and HerspergerG. (1987). Genetic studies of mutations at two loci of Drosophila melanogaster which cause a wide variety of homeotic transformations. 196, 231-242. 10.1007/BF0037634728305698

[DEV163808C33] SrinivasanS., DorighiK. M. and TamkunJ. W. (2008). Drosophila Kismet regulates histone H3 lysine 27 methylation and early elongation by RNA polymerase II. 4, e1000217 10.1371/journal.pgen.1000217PMC256303418846226

[DEV163808C34] SunB., HongJ., ZhangP., DongX., ShenX., LinD. and DingJ. (2008). Molecular basis of the interaction of Saccharomyces cerevisiae Eaf3 chromo domain with methylated H3K36. 283, 36504-36512. 10.1074/jbc.M806564200PMC266230718984594

[DEV163808C35] TanakaY., KatagiriZ.-I., KawahashiK., KioussisD. and KitajimaS. (2007). Trithorax-group protein ASH1 methylates histone H3 lysine 36. 397, 161-168. 10.1016/j.gene.2007.04.02717544230

[DEV163808C36] TripoulasN., LaJeunesseD., GildeaJ. and ShearnA. (1996). The Drosophila ash1 gene product, which is localized at specific sites on polytene chromosomes, contains a SET domain and a PHD finger. 143, 913-928.10.1093/genetics/143.2.913PMC12073488725238

[DEV163808C37] VenkateshS. and WorkmanJ. L. (2013). Set2 mediated H3 lysine 36 methylation: regulation of transcription elongation and implications in organismal development. 2, 685-700. 10.1002/wdev.109PMC376792424014454

[DEV163808C38] XiaoT., HallH., KizerK. O., ShibataY., HallM. C., BorchersC. H. and StrahlB. D. (2003). Phosphorylation of RNA polymerase II CTD regulates H3 methylation in yeast. 17, 654-663. 10.1101/gad.1055503PMC19601012629047

[DEV163808C39] XieT., GravelineR., KumarG. S., ZhangY., KrishnanA., DavidG. and RadhakrishnanI. (2012). Structural basis for molecular interactions involving MRG domains: implications in chromatin biology. 20, 151-160. 10.1016/j.str.2011.10.019PMC325953422244764

[DEV163808C40] XieT., ZmyslowskiA. M., ZhangY. and RadhakrishnanI. (2015). Structural Basis for Multi-specificity of MRG Domains. 23, 1049-1057. 10.1016/j.str.2015.03.020PMC445628725960410

[DEV163808C41] XuC., CuiG., BotuyanM. V. and MerG. (2008). Structural basis for the recognition of methylated histone H3K36 by the Eaf3 subunit of histone deacetylase complex Rpd3S. 16, 1740-1750. 10.1016/j.str.2008.08.008PMC258258918818090

[DEV163808C42] YuanW., XuM., HuangC., LiuN., ChenS. and ZhuB. (2011). H3K36 methylation antagonizes PRC2-mediated H3K27 methylation. 286, 7983-7989. 10.1074/jbc.M110.194027PMC304868521239496

[DEV163808C43] ZhangP., DuJ., SunB., DongX., XuG., ZhouJ., HuangQ., LiuQ., HaoQ. and DingJ. (2006). Structure of human MRG15 chromo domain and its binding to Lys36-methylated histone H3. 34, 6621-6628. 10.1093/nar/gkl989PMC174719017135209

How the deposited data were processed for this re-analysis (not part of the article)

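RNA-seq was carried out by the authors on T3 discs (haltere and third-leg imaginal discs) and T2 discs (wing imaginal discs) of wild-type and *ash122* homozygous larvae, with 5 libraries in each of the 4 groups and the discs of 8 larvae in each library. The paper states at least 4 replicates per type of sample; all 5 of each group were used here. Conditions and replicate numbers were taken from the sample labels and from the names of the columns, which were matched to the sample titles. The source name of the 5 *ash1* mutant T2 samples says T3 discs. Their titles, tissue labels and column names give T2 discs, and they were treated as T2 discs. Pairs of libraries were formed by replicate number alone. Wild-type and mutant libraries come from different larvae, the paper does not say whether same-numbered T3 and T2 libraries share larvae, and the pairing was used only in alternative fits.

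The authors mapped trimmed and quality-filtered reads with STAR to genome assembly dm3 and the Ensembl annotation, counted them per gene with featureCounts, and deposited TPM values for 15428 genes in a table of all 20 libraries, in which every library sums to 1000000; the unit was read from these sums and from the smallest values, which fall with gene length. The authors also deposited a table for each tissue, with 9988 genes, of their comparison of *ash1* mutant and wild type by limma with the voom transformation. These tables hold the log2 fold change as deposited by the authors, an adjusted p-value from the authors' test, and scores deposited by the authors, namely the moderated statistic of limma, the log odds and a product of fold change and significance. The log2 fold changes and the adjusted p-values of the authors are quoted as theirs, and the scores were not used. The paper's text does not name the filter on genes or the method of adjustment behind these tables.

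The designs were written for counts, for TPM-like values or for log2 values, whichever the tables would hold. Since the table holds TPM, the test was limma on log2(TPM + 1), with a mean-variance trend, and the alternatives that need counts were not run. Genes entered a comparison with at least 1 TPM in at least 5 of its libraries. This kept 7901 genes in T3 discs, 7802 in T2 discs, 8147 for the interaction of genotype and tissue, which was fitted over all 20 libraries, and 7888 for wild-type T3 against T2 discs. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called with an adjusted p-value under 0.01 and a log2 fold change of at least 1 or 2. TPM values carry no depth, so the precision of each value is known only from the spread between libraries. For genes below the filter and for marker scores, exact two-sided permutation tests were used, whose smallest p-value with 5 libraries against 5 is 0.00794. R 4.3.3 with limma 3.58.1 was used for all tests and Python 3.11.15 with matplotlib 3.10.9 for figures.

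The procedure was tested on simulated TPM tables made from the means of the real genes. The genes to be changed were drawn only from genes well above 1 TPM. Recovery was counted on the adjusted p-value alone, without the limit on the fold change. The counts below therefore do not apply to genes near or under 1 TPM. With 200 genes changed by a log2 fold change of 1, 180 passed an adjusted p-value under 0.01 among 8010 genes tested, and 5 unchanged genes did. With a log2 fold change of 2, 196 of 200 were recovered among 8014 genes, with 3 unchanged genes past the same limit. For the interaction, 196 of 200 genes were recovered among 8276, with 0 unchanged genes past it.

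Genes were identified by their FlyBase identifiers, of which 14865 of 15428 were matched to the symbols of the reference; the other 563 kept the symbol of the table or the identifier. The table lists FBgn0003944, the identifier of *Ubx*, under the symbol *dpr12*, and it was treated as *Ubx*. Chromosome arms were taken by identifier from the BDGP6 annotation, which is a later build than dm3, and no coordinates are given. The identifier under which the table lists *wg* has no position in this annotation. *kis* was not analysed here. Genes that share reads with near-identical copies were not corrected for, since the treatment of such reads by the counting is not stated in the paper's text.

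The genes named individually were set by a rule: the genes that the paper names; the 3 largest rises and the 3 largest falls in T3 discs among genes called in both tissues whose mutant and wild-type libraries did not overlap in either; and the 3 genes with the smallest p-value for the interaction. The designs, the named genes and the alternatives were fixed before the data were examined, apart from the alternatives said to have been added later. The alternatives were another threshold (unadjusted p under 0.01 or adjusted p under 0.05), another pseudocount (0.1 or 5 TPM), no filter or at least 1 TPM in every library, quantile normalization, limma without the trend or with robust variance estimation, a fit of all 20 libraries together, the replicate number as a block, and each library left out in turn. The overlap of T3 and T2 calls, the share on chromosome 3 and the position between the tissue profiles each had alternatives of their own, which are named with their values. Added after the data were seen were a covariate made from the marker genes of the fat body and the salivary gland, and a block for each replicate number within each genotype.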

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

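The tests of attached tissue on the marker genes, of a single library on the same genes, and of *w* were chosen only after the results were seen.

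On the scale of log2(TPM + 1), some values stood apart from the other 4 of their group by more than the 95% limit of Dixon's test, whose critical ratio for 5 libraries is 0.71. Of 115 groups of 5 values examined, 5 passed it, about as many as chance gives. They were *ash1* in T2 wild type replicate 5 (16.1 TPM against at most 12.5 TPM in the others, ratio 0.967), *Ubx* in T2 wild type replicate 2 (2.70 TPM against at most 1 TPM, ratio 0.803), *mth* in T3 wild type replicate 1 (34.6 TPM against at least 47.8 TPM, ratio 0.728), *snoRNA:Psi28S-3342* in T3 wild type replicate 1 (17.6 TPM against at least 37.1 TPM, ratio 0.805), and the mean log2 level of the central nervous system markers in T3 wild type replicate 4 (1.80 against at most 1.27 in the others, ratio 0.716). No technical or biological explanation was tested for these values apart from the markers below.

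For *Antp*, *Ubx*, *lncRNA:bxd*, *pdm2* and *vg*, the change in the *ash1* mutant differed between T3 and T2 discs, by 0.61, -1.81, -1.90, 1.82 and 1.55 on the log2 scale in this order (limma, interaction). *lncRNA:bxd* did not exceed 0.31 TPM in any T2 library, where log2(TPM + 1) leaves almost no room for a fall. Its difference was therefore set by its low level in T2 discs and does not show a different response there. *Ubx*, at 1.24 TPM in wild-type T2 discs, also had limited room to fall. For *Antp*, the highest adjusted p-value of this difference with each of the 20 libraries left out in turn was 0.00731, and with the fat body and salivary gland marker score as a covariate it was 0.00461. For *Ubx* the same values were 0.000295 and 1.99e-05. All of these are under 0.01, so the difference was still called without any one library and with the covariate. The highest adjusted p-values among the settings compared were 0.00892 for *Antp* and 0.00534 for *Ubx*. A hypothesis for *Antp* is that its level in T3 discs may be held down by Ubx and rises where Ubx is lost, since it rose only in the tissue that expresses *Ubx*; this was found on the same data and was not tested in another way, and a strain difference was not tested for it. For *lncRNA:bxd*, *pdm2* and *vg*, which were selected for the smallest p-value of this difference, other settings show no independent stability; with a pseudocount of 0.1 the adjusted p-value of *lncRNA:bxd* was 0.0121, against 3.53e-08 to 0.0121 over the settings compared. With one library left out, the highest adjusted p-values were 1.95e-06 for *lncRNA:bxd*, in the 15 fits that tested it, 3.18e-06 for *pdm2* and 8.50e-06 for *vg*, and the differences of the 3 genes were still called with the covariate.

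Marker genes of the fat body and the salivary gland had high levels in wild-type T3 replicate 5, with mean log2(TPM + 1) of 9.28 over 7 fat body genes and 8.56 over 7 salivary gland genes, against at most 5.38 and 5.17 in the other wild-type T3 libraries. In that library *Sgs7* had 4487 TPM, against at most 546 TPM in the other wild-type T3 libraries and 49.7 TPM in the mutant ones. The mean score was lower in mutant than in wild-type T3 discs by -2.59 for the fat body and -2.74 for the salivary gland (exact two-sided permutation test, p = 0.00794 for each, the smallest p-value possible, and 0.0635 after adjustment over 16 comparisons of 8 marker lists in 2 tissues, so neither passes 0.05 after adjustment). All 5 mutant T3 libraries lay below all 5 wild-type T3 libraries in both scores. The fat body score includes *Lsp1gamma*, which did not exceed 0.07 TPM in any mutant T3 library, and it was not computed without this gene. The other fat body genes tested had adjusted p-values from 0.0328 (*Lsp2*) to 0.798 (*Lsp1alpha*, limma). The lowest wild-type T3 score, 3.43 in replicate 2, was just above the highest mutant T3 score, 3.36 in replicate 1. *Lsp1gamma* was 54.1 TPM in that wild-type library and 0 TPM in that mutant library. The complete separation of the fat body score therefore rests on *Lsp1gamma*. In the salivary gland list, *Sgs3*, *Sgs5*, *Sgs7* and *Sgs8* each had an adjusted p-value under 0.01 (limma). In T2 discs the differences for the fat body and the salivary gland were -1.07 (exact permutation test, p = 0.151) and -1.75 (p = 0.0238). Among the other lists in T3 discs, the blood cell score was lower in the mutant (-0.37) and the trachea score was higher (0.22). Each had p = 0.0159 (exact permutation test) and 0.0635 after adjustment. The muscle score was lower in mutant T3 discs by -0.85 (exact permutation test, p = 0.0476, and 0.0952 after adjustment). Wild-type T3 replicate 5 was again highest in it, at 4.39 against at most 3.44 in the other wild-type T3 libraries. In T2 discs the muscle difference was -0.56 (exact permutation test, p = 0.143). The trachea score was also higher in mutant T2 discs (0.22, exact permutation test, p = 0.0238). Tissue attached to the dissected wild-type discs is a candidate source. With the marker score as a covariate, 131 of the 258 lower genes in T3 discs (50.8%) and 97 of the 126 higher genes (77.0%) were still called, and the share of lower genes among the 253 calls was 54.2%. The covariate includes *Lsp1gamma* and is itself related to the genotype, so this value does not decide. Without wild-type T3 replicate 5, 167 of the 258 lower genes (64.7%) were still called; 46 of the 258 were no longer tested because the filter asks for 5 libraries, and 78.8% of the tested ones were called, against 88.7% to 96.7% when another wild-type T3 replicate was left out. Of the calls without another wild-type T3 replicate, 60.2% to 67.0% were lower. Of the 298 calls without replicate 5, 57.7% were lower. The 167 lower genes thus do not depend on this library alone, and how many of the 258 follow from attached tissue is not settled by these values. A difference in developmental stage between wild-type and mutant larvae could also change these genes and was not tested. *Lsp1gamma* stands apart from the other markers: it did not exceed 0.07 TPM in mutant T3 discs, although *Lsp1beta* reached 39.8 TPM and *Lsp2* 79.3 TPM there.

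*w* RNA averaged 3.38 TPM in mutant T3 discs and 1.71 TPM in mutant T2 discs and did not exceed 0.04 TPM in any wild-type library. All 10 mutant libraries lay above all wild-type libraries. A strain difference at w is a candidate explanation. The paper's strain list gives the wild type as *w* and the *ash1* strain as *w* with *FRT2A* beside *ash122*, so the listed strains differ by that insertion too, and the list does not say whether it carries *w* sequence; the same 10 of 10 would follow from a response to the loss of Ash1, so the pattern cannot be told apart from a difference between strains.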

How the results depend on the processing

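The results were recomputed under 13 other settings, of which the marker covariate and the block within each genotype were chosen after seeing the data, and with each library left out in turn. The settings that need counts (voom, edgeR, DESeq2, the RLE factors, total counts, the filters on counts and the prior count) were not run, since the table holds TPM.

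With 0.1 TPM as the pseudocount, 168 genes in T3 discs and 131 in T2 discs had a log2 fold change of at least 2, against 74 and 57. With 5 TPM, 162 and 107 genes had a log2 fold change of at least 1 in T3 and T2 discs, against 384 and 274, 26 and 21 had one of at least 2, and 94 genes differed between wild-type T3 and T2 discs, against 193. With at least 1 TPM in every library, these numbers were 240, 146, 29, 17 and 122; this filter removes the genes that are off in one genotype. With the marker covariate, 253 genes had a log2 fold change of at least 1 in T3 discs. The number of genes whose change differs between T3 and T2 discs was 739 at an unadjusted p under 0.01 and 225 at an adjusted p under 0.05, against 89. The other counts stayed within 1.5 times under the settings compared; the cause of these shifts was not tested. TPM gives no depth, so whether a gene near 1 TPM was limited by its number of reads is not known.

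With one library left out, the calls at a log2 fold change of at least 1 ranged from 298 to 385 in T3 discs and from 207 to 242 in T2 discs, those at a log2 fold change of at least 2 from 51 to 65 and from 38 to 52, and the genes with an interaction from 61 to 97. Leaving out a library also takes genes that are off in the other genotype below the filter of 5 libraries, among them *mth*, which was tested only in the 5 fits for each tissue without a mutant library. The genes that differ between wild-type T3 and T2 discs ranged from 147 to 188, and the share of T3 calls found in T2 discs from 41.0% to 55.4%.

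The share of changed genes on chromosome 3, 48.6% against 44.5% of the genes tested, was 62.5% at a log2 fold change of at least 2 (Fisher's exact test, p = 0.0252, against 0.101 to 1 under the other settings). It ranged from 41.2% to 50.3% with one library left out, on either side of the share of all genes tested. The direction of 2 other results close to 0 was reversed. The log2 fold change of *tsh* in T2 discs, -0.0046, was 0.0028 after quantile normalization and 0.10 with the marker covariate, and ranged from -0.034 to 0.030 with one library left out. The difference of *Scr* between tissues, -0.15, was 0.14 with a pseudocount of 0.1.

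For the named genes, 428 of 451 other values kept their direction and their side of the threshold under the other settings, 8 became weaker, 12 stronger and 3 reversed. *Ubx* in T2 discs was not tested with the filter; without it, its log2 fold change was -0.25 (limma, adjusted p = 0.372). *Lam* in T2 discs (log2 fold change 0.31, adjusted p = 0.00563) did not pass 0.01 with the replicate block (adjusted p = 0.0271, against 0.000593 to 0.0271 over the settings compared), with the covariate, or in 5 of the 10 fits without one T2 library.

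Same-numbered wild-type and mutant libraries are different animals, and their deviations had a mean correlation of -0.0784 in T3 discs. With the replicate number as a block in the T3 fit, 378 genes had a log2 fold change of at least 1, among them 251 of the 258 lower and 122 of the 126 higher genes, and 72 had one of at least 2. The block cannot move a log2 fold change in this balanced design, and the adjusted p-values from limma with it were 5.22e-05 for *Ubx* and 4.67e-07 for *mth* in T3 discs, where *mth* ranged from 1.91e-17 to 4.67e-07 and *Ubx* from 5.03e-09 to 5.22e-05 over the settings compared. With the block, 47.7% of the shared genes lay on chromosome 3. In T2 discs, 152 of the 172 lower and 98 of the 102 higher genes were kept with the block. With the block, there were 204 genes that differ between wild-type T3 and T2 discs.

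Other splits of the libraries were also fitted. Of the 16 splits of the 10 T3 libraries that part all same-numbered pairs, the real one included, 1 gave as many genes as the real one, both at a log2 fold change of at least 1 and of at least 2, and the highest other split gave 1 gene. The same 1 of 16 was found for the T2 libraries, for the interaction and for wild-type T3 against T2 discs. With 16 splits the share cannot be under 0.0625, so these 16 alone cannot give a share under 0.05. Among 84 other splits, which part fewer pairs, 0 gave as many genes for any of these results, and the highest gave 29 genes at a log2 fold change of at least 1 in T3 discs, against 384.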

Differences from the paper's values

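The paper gives about 300 genes with a log2 fold change of at least 2, and 74 were called here in T3 discs and 57 in T2 discs. None of the 21 alternatives set before the data were examined, those with one library left out included, closed either gap; the pseudocount of 0.1 came nearest, with 168 and 131 genes. The paper gives about 600 genes with a log2 fold change of at least 1, and 384 were called here in T3 discs and 274 in T2 discs. In T3 discs, 3 of the 21 alternatives set before the data were examined fell within 1.5 times of the paper's number: an adjusted p under 0.05 (414 genes), a pseudocount of 0.1 (502 genes) and one fit with all 20 libraries (400 genes). In T2 discs none of the 21 did, and the pseudocount of 0.1 gave 370 genes. The authors' deposited table, at an adjusted p-value under 0.01, holds 302 and 756 genes at the 2 limits in T3 discs and 258 and 564 in T2 discs, of which 137 and 459 in T3 discs and 117 and 320 in T2 discs were tested here. Without the filter, 71 and 377 genes were called here in T3 discs and 54 and 267 in T2 discs. The scale of log2(TPM + 1) leaves genes under 1 TPM little room to reach these limits. This run therefore cannot show how much of the gap comes from the filter.

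The paper gives an almost 200-fold reduction of *mth* in T3 discs, and on the scale of log2(TPM + 1) it was 40.3-fold here. Of the 15 alternatives set before the data were examined that gave a value, 1 was within 1.5 times of the paper's number, the pseudocount of 0.1, with 164-fold. The ratio of mean TPM without a pseudocount, which is not among these alternatives, was 243, and the authors' deposited table gives a log2 fold change of -7.56. The paper gives a reduction of about 2-fold for *CG6310* in T3 discs, and it was 3.15-fold here. Of the 21 alternatives, 1 was within 1.5 times of the paper's number, the pseudocount of 5, with 2.96-fold. The marker covariate, chosen after seeing the values, gave a log2 fold change of -1.55, which is also within 1.5 times of the paper's number. The authors' deposited table gives a log2 fold change of -1.39 for *CG6310*.

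The paper states that most genes changed in T3 discs were also changed in T2 discs, for a log2 fold change of at least 2 in its figure. The percent of genes changed in T3 discs that are also changed in T2 discs was 57.7% here at this limit and 52.4% at a log2 fold change of at least 1, and at the lower limit it was under 50% with a pseudocount of 5 TPM (45.9%), without a filter (48.5%) and with at least 1 TPM in every library (39.9%).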

Other observations

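Of the tests here, the test on *abd-A* was chosen only after the result was seen.

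Genes that differ between wild-type T3 and T2 discs were used to place the *ash1* mutant discs between the tissues. The genes were chosen with wild-type replicates 1 and 2 only (57 genes), and the position was measured against wild-type replicates 3, 4 and 5 only, so that no library was used both to choose the genes and to measure the position. These wild-type libraries also set the ends of the scale, so their mean is 0% in T3 and 100% in T2 discs by construction and only their spread carries information. Mutant T3 discs lay at 41.9% of the distance from the T3 to the T2 profile, with the 5 libraries between 30.5% and 53.6% and the 3 wild-type T3 libraries between -2.55% and 4.21% (exact two-sided permutation test, p = 0.0179, the smallest p-value possible). With the roles of the replicates exchanged (153 genes), the shift was 36.1% (exact permutation test, p = 0.0476, also the smallest possible). If a genotype effect common to both tissues were the cause, mutant T2 discs would move along the same axis. They moved by 3.99% (exact permutation test, p = 0.429), and by 7.90% with the roles of the replicates exchanged (exact permutation test, p = 0.190), which is less than the T3 discs in both cases; a smaller common effect is not excluded. A hypothesis is that mutant T3 discs, in which *Ubx* falls, may take on part of the T2 expression profile. The rise of *vg* in T3 discs, toward its level in T2 discs, goes the same way. *pdm2*, also higher in wild-type T2 discs, changed little in mutant T3 discs (log2 fold change 0.38). Instead, *pdm2* fell in mutant T2 discs (log2 fold change -1.44), toward its level in T3 discs. The share of haltere and leg disc tissue in each library was not tested and could also move T3 libraries along this axis. For fat body tissue, wild-type T3 replicate 5, with a marker score of 9.28, lay at -2.55%, beside replicates 3 and 4, with scores of 3.72 and 4.25, at -1.66% and 4.21%, so this tissue was not seen to move a library by an amount like the mutant shift.

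The mutant larvae are homozygous for the third chromosome that carries *ash122*, so variants linked to it are a technical explanation for genes changed in both tissues. Positions were found for 183 of the 186 shared genes and 7375 of the 7710 genes tested. On chromosome 3 lay 89 of the 183 (48.6%) against 44.5% of the genes tested (Fisher's exact test, two-sided, p = 0.260), so linked variants were not seen to contribute to the whole set. Among genes with a log2 fold change of at least 2 in both tissues, 25 of 40 (62.5%) lay on chromosome 3 (Fisher's exact test, p = 0.0252). For these larger changes, which include *mth* and *Map205*, variants linked to *ash122* remain a candidate explanation beside the loss of Ash1. The genes off in one genotype in both tissues, under 0.1 TPM in all libraries of one and at least 1 TPM in all of the other, numbered 7. Besides *Lsp1gamma* and *w*, they were *gt*, *CG13032* and *CG32437*, off in the mutant, and *Dnaaf3* and *Gr64a*, off in the wild type; these 5 are named after their values were seen. On chromosome 3 lay 4 of the 7, with *w* counted at its own place on the X chromosome (Fisher's exact test, p = 0.707). A difference between the strains that is not on chromosome 3 was not tested; the 3 largest rises lie on the X chromosome, whereas 12.6% of the shared genes lie there against 17.0% of the genes tested.

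More genes were lower than higher in mutant T3 discs, 67.2% of those called at a log2 fold change of at least 1. If a few genes with a large share of the TPM were the cause, quantile normalization was to bring this share to 55% or less. It came to 55.8%, but this normalization evens the libraries whatever the cause, so the reduction does not single out a few genes. The 10 genes with the highest values took 13.0% to 13.8% of the TPM in wild-type and 13.5% to 15.1% in mutant T3 discs, a small difference that leaves little room for this cause. Attached tissue was not excluded for the excess. The marker covariate brought the share to 54.2%, but it is itself related to the genotype, so this value does not decide.

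*abd-A* and *dpr12* were highest in the same wild-type T3 libraries, replicate 5 (2.99 and 1.74 TPM) and replicate 4 (1.75 and 0.82 TPM). Tissue of the central nervous system attached to the discs is a candidate source. Replicate 5 ranked 2 of the 5 libraries in the central nervous system markers and replicate 4 ranked 1; ranks among 5 libraries cannot decide this, and the pattern cannot be told apart from attached tissue.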
